# Prdm6 controls heart development by regulating neural crest cell differentiation and migration

**DOI:** 10.1172/jci.insight.156046

**Published:** 2022-02-22

**Authors:** Lingjuan Hong, Na Li, Victor Gasque, Sameet Mehta, Lupeng Ye, Yinyu Wu, Jinyu Li, Andreas Gewies, Jürgen Ruland, Karen K. Hirschi, Anne Eichmann, Caroline Hendry, David van Dijk, Arya Mani

**Keywords:** Cardiology, Development, Cardiovascular disease, Embryonic development, Epigenetics

## Abstract

The molecular mechanisms that drive the acquisition of distinct neural crest cell (NCC) fates is still poorly understood. Here, we identified Prdm6 as an epigenetic modifier that temporally and spatially regulates the expression of NCC specifiers and determines the fate of a subset of migrating cardiac NCCs (CNCCs). Using transcriptomic analysis and genetic and fate mapping approaches in transgenic mice, we showed that disruption of *Prdm6* was associated with impaired CNCC differentiation, delamination, and migration and led to patent ductus arteriosus (DA) and ventricular noncompaction. Bulk and single-cell RNA-Seq analyses of the DA and CNCCs identified *Prdm6* as a regulator of a network of CNCC specification genes, including *Wnt1*, *Tfap2b*, and *Sox9*. Loss of Prdm6 in CNCCs diminished its expression in the pre-epithelial–mesenchymal transition (pre-EMT) cluster, resulting in the retention of NCCs in the dorsal neural tube. This defect was associated with diminished H4K20 monomethylation and G1-S progression and augmented *Wnt1* transcript levels in pre-EMT and neural tube clusters, which we showed was the major driver of the impaired CNCC migration. Altogether, these findings revealed *Prdm6* as a key regulator of CNCC differentiation and migration and identified *Prdm6* and its regulated network as potential targets for the treatment of congenital heart diseases.

## Introduction

Neural crest cells (NCCs) are a transient population of multipotent cells unique to vertebrates that arise from neural folds during embryonic development (1) and migrate throughout the body, giving rise to diverse cell lineages. In mice, cardiac NCCs (CNCCs) — precursors to the heart — are generated at 8–8.5 dpc and arrive in the distal outflow at E9–9.5 (2). Targeted ablation of *Wnt1*-expressing CNCCs at 8.5 dpc in mice results in a complex phenotype of craniofacial and cardiovascular outflow tract defects (3). Similarly, the impaired function of CNCCs in humans underlies the pathogenesis of various complex human congenital disorders collectively known as cardio craniofacial syndromes (4). Cell lineage analyses have helped uncover the spatial and temporal diversification of NCC lineages (5, 6). However, the mechanisms underlying the pleiotropic effects of CNCCs are not understood owing to a lack of insight into how subsets of CNCCs are specified and how their subsequent fate is determined.

PRDM6 is a smooth muscle cell–specific (SMC-specific) histone methyltransferase and a member of the PRDM family of transcriptional repressors. It is expressed in the cardiac outflow tract and the ductus arteriosus (DA), a small artery that connects the aorta and pulmonary artery (7). Mice globally deficient for *Prdm6* are embryonically lethal because of abnormal vascular patterning (8). In humans, loss-of-function mutations in the *PRDM6* gene have been the first, and to this date, the only known genetic cause of the familial nonsyndromic patent DA (PDA) (9). PDA is an extreme example of an isolated cardiac disease that results from failure of closure of the DA, a derivative of the sixth pharyngeal arch, which is largely derived from premigratory CNCCs (10). The tunica media of the DA and other pharyngeal arch–remodeled arteries consists mainly of neural crest–derived SMCs (11). Syndromic PDA is caused by mutation in the NCC-specifier *TFAP2B* (12, 13). However, whether a defect in NCCs underpins the nonsyndromic PDAs and whether *PRDM6* plays a causal role in this process have never been investigated. Here, we combined bulk and single-cell RNA-Seq (scRNA-Seq) with 2 mouse models and identified *Prdm6* as a hub that regulates a network of genes involved in CNCC specification and orchestrates the delamination, migration, and differentiation of a subgroup of CNCCs required for DA formation in a Wnt1-dependent manner.

## Results

### Prdm6 expression in CNCCs is required for embryonic heart development.

NCCs contribute to the development of the sixth aortic arch and its derivatives, the DA and pulmonary artery, and give rise to the tunica media of these arteries (14). To determine whether *Prdm6* is involved in the specification of NCCs and formation of the DA, we crossbred *Prdm6^fl/fl^ and Wnt1-Cre2* mice for several generations to generate *Prdm6^fl/fl^ Wnt1-Cre2* mice. According to an earlier study, *Wnt1* expression in CNCCs starts on dpc 8–8.5 (15), while *Prdm6* expression has been shown to be readily detectable in the embryo by E9.5 using Northern blot analysis (8). No gross syndromic abnormalities were noted in *Prdm6^fl/fl^ Wnt1-Cre2* mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156046DS1). *Prdm6^fl/fl^ Wnt1-Cre2* mice died on P0.5 with widely open DAs (Figure 1A). There was no abnormality of the great arteries or their branching (Figure 1A). The cross-section examination of DAs in *Prdm6^fl/fl^ Wnt1-Cre2* mice showed a large and widely patent lumen (Figure 1B). The examination of the skeleton of the *Prdm6^fl/fl^ Wnt1-Cre2* mice showed only a small defect in the frontal bone at the junction of the anterior fontanel (Figure 1C) and no other defects (Figure 1D). The examination of the heart showed biventricular noncompaction but no other structural defect (Figure 1E). These findings indicate that *Prdm6* expression in CNCCs is required for proper closure of the DA and the development of compacted myocardium during embryonic development. The cardiovascular traits were completely penetrant in both male and female mice (Table 1)

### Loss of Prdm6 diminishes the contribution of CNCCs to the myocardium and DA.

To determine how CNCC fate is affected by loss of *Prdm6*, we performed lineage tracing of *Wnt1*-CNCCs using *Wnt1-Cre2 ZsGreen1* mice (*Prdm6^+/+^*) and *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice in which *Prdm6* expression was disrupted specifically in CNCCs. In both cases, all *Wnt1*-CNCCs and their progeny were labeled with ZsGreen1 cell body (Figure 2A). The transverse sections of the cardiac neural crest in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* embryos at E9.5 showed significant retention of ZsGreen1-positive cells in the neural tube (red arrows) and increased cell number in the neural tube compared with *Prdm6^+/+^ Wnt1-Cre2 ZsGreen1* (WT) mice, suggestive of impaired NCC delamination (Figure 2, B–D). Examination of the great vessels and semilunar valves at P0.5 revealed no significant difference between *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice and WT controls (Supplemental Figure 1B). However, the cross-sectioning of the heart at E9.5 showed reduced ZsGreen1-positive cells and thinning of the myocardium in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice compared with WT mice (Figure 2, E–G).

It has been shown that the SMCs in the tunica media of the DA are derived from CNCCs (16). The examination of the DA of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice at E17.5 showed dramatically reduced ZsGreen1-positive (NCC-derived) cells in the tunica media compared with those of the WT littermates (Figure 3, A and B). In contrast to controls, the DA wall in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice was thinner, and only a fraction of its SMCs was NCC-derived (Figure 3B). In addition, the NCC-derived SMCs of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice had an irregular shape (Figure 3C) outlined by straight yellow lines and had infiltrated and disrupted the endothelial layer, stained with CD31 antibody and outlined by dotted yellow lines (Figure 3C). Endothelial cells of the DA are not NCC derived and undergo apoptosis at the onset of ductus closure (17), as shown in the WT ductus (Supplemental Figure 2A). In contrast, the endothelial layer of the patent ductus in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice appeared intact at birth. Unexpectedly, we noted the costaining of ZsGreen1 and VE-cadherin in several cells within the ductus endothelial layers (Supplemental Figure 2, A and B) and fewer NCC-derived SMCs (Supplemental Figure 2C) in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice versus WT littermates. These findings indicated the critical role of Prdm6 in NCC differentiation.

We then examined whether impaired proliferation of NCCs contributes to the failure of DA closure. We examined cell proliferation at E17.5 in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice and their WT littermates using Ki67 staining (Figure 3D). We observed no significant difference in the percentage of Ki67-positive NCC-derived or non-NCC-derived SMCs between the 2 genotypes (Figure 3E). At birth, the DA cells are no longer proliferative and undergo apoptosis (18, 19). Accordingly, the Ki67 staining of the ductus in the WT mice showed absence of ductal cell proliferation (Supplemental Figure 2D). In contrast, ZsGreen1-negative and to a lesser degree ZsGreen1-positive ductal SMCs in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice were Ki67 positive (Supplemental Figure 2E). Taken together, these findings indicated that the patency of the DA in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice was not caused by impaired proliferation of NCC-derived SMCs. In addition, increased proliferation of non-NCC-derived SMCs appeared as insufficient to compensate for reduced NCC-derived SMCs in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice. This finding is consistent with a prior report that NCC-derived and not mesodermal-derived SMCs are responsible for ductal closure (20).

In addition, numerous ZsGreen1-positive cells were detected in the ventricular septum and to a lesser degree in the innermost layer of the left and right ventricles of WT pups at P0.5. The number of ZsGreen1-positive cells in the myocardium of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice was also significantly diminished compared with WT mice (Supplemental Figure 2, F and G), a finding that correlated with the ventricular noncompaction in these mice and suggested impaired NCC migration to the heart. Together, these results suggested that loss of *Prdm6* expression resulted in impaired NCC migration and differentiation and diminished their subsequent contribution to the DA and myocardium, prompting investigations into molecular mechanisms of the disease.

### Loss of Prdm6 impairs proper migration and differentiation of CNCCs.

The reduced number of ZsGreen1-positive cells in the DA of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice at E17.5 and P0.5 (Figure 3A and Supplemental Figure 2, A and C) suggested impaired migration and/or differentiation of CNCCs. Considering the low levels of Prdm6 transcripts, we embarked on using scRNA-Seq analysis of CNCCs at E9.5 (21). Cardiac NCCs were extracted by dissecting out *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* embryos and their WT littermates (*Prdm6^+/+^ Wnt1-Cre2 ZsGreen1*) from mid otic placode to the posterior edge of the fourth somite (Figure 4A). ScRNA-Seq was carried out using the 10x Genomics Chromium system. The quality control (QC) threshold was made using a modified Seurat pipeline based on 2 QC covariates, count depth and the number of genes per barcode (see Methods). There were an average of 2742 and 3102 counts per cell or an average of 1294 and 1432 unique genes detected in WT and KO conditions, respectively. Only samples with RNA integrity number (RIN) greater than 6.5 were used (see Methods for more details). Graph-based clustering was performed using Seurat, and the PHATE (Potential of Heat-diffusion for Affinity-based Trajectory Embedding) technique developed by Moon and van Dijk et al. (22) was used to visualize trajectory structures. Cluster annotation was made manually based on specific cell markers (Supplemental Table 1).

PHATE-based analyses revealed 31 distinct clusters (Figure 4B and Supplemental Figure 3). There was no obvious difference in the evolution of these clusters from pre–epithelial mesenchymal transition (preEMT)/EMT transition to migrating CNCCs and their terminal differentiation into cardiac and SMC lineages between WT and KO mice clusters. Although the total number of cells was similar between *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice and their WT littermates, the number of cells in each cluster varied between the 2 genotypes. Specifically, there were more cells in the neural tube and fewer cells in the EMT and migrating NCC clusters of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice compared with their WT littermates (*Prdm6^+/+^ Wnt1-Cre2 ZsGreen1*) (Figure 4C), consistent with our earlier findings from imaging (Figure 2, B and C). The single-cell transcript analysis showed that *Prdm6* transcript levels were reduced in 2 clusters of the *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice compared with WT mice: 1 of 2 cardiac muscle lineages (cluster 8) and pre-EMT (cluster 10) (Figure 4D). Strikingly, in cluster 8, there was reduced expression of SMC markers *Tagln* and *Actg2* and increased expression of endothelial genes and axonal guidance, such as *Sema3c*, *Sema6d, Chd7,* and *CD34* (http://betsholtzlab.org/VascularSingleCells/database.html), in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* versus WT littermates (Supplemental Figure 4), suggesting impaired differentiation of CNCCs. This was consistent with our earlier observation of ZsGreen1 and VE-cadherin coexpression in the DA of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice at P0.5 (Supplemental Figure 2, A and B). Our findings collectively indicated that loss of *Prdm6* in CNCCs resulted in the presence of fewer differentiated SMCs in the DA due to impaired migration and differentiation of CNCCs.

### Smooth muscle–specific Prdm6-KO mice die postnatally from isolated PDA with altered differentiation of SMCs.

To investigate the effect of *Prdm6* disruption on vascular smooth muscle cell (VSMC) differentiation, we crossbred *SM22*-Cre mice with homozygote *Prdm6^fl/fl^* mice to generate *Prdm6^fl/+^ SM22-Cre* mice and then further crossbred to obtain *Prdm6^fl/fl^ SM22-Cre* mice. Homozygous *Prdm6^fl/fl^ SM22-Cre* mice showed no obvious growth retardation or syndromic features (Supplemental Figure 5), but all died at P1.5, slightly later compared with *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice. Gross anatomical examination of the cardiovascular system showed a PDA, albeit with a smaller diameter compared with *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice (Figure 5A). The cross-section examination of the DA showed complete patency of DA (Figure 5B), a completely penetrant trait in both male and female mice (Table 2). We assessed cell proliferation in the DA at E17.5 using Ki67, when ductal cells were still viable in WT mice. Once again, we detected no significant difference in Ki67 staining between *Prdm6^fl/fl^ SM22-Cre* and WT littermates (Figure 5, C and D). This was a striking finding given the patency phenotype and suggested that the loss of *Prdm6* in VSMCs impairs their differentiation but not proliferation. Consistent with this, bulk RNA-Seq analysis of E17.5 DA from *Prdm6^fl/fl^ SM22-Cre* mice and WT littermates identified contractile proteins, such as *Tagln* and *Myh11,* as the most downregulated genes in the DA of *Prdm6^fl/fl^ SM22-Cre* mice versus WT littermates (Figure 5E and Supplemental Figure 6) from 280 differentially expressed genes (Supplemental Table 2). 

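The bulk RNA-Seq data comprised 6 libraries of DA dissected at E17.5, of which 3 were labelled WT and 3 were labelled *Prdm6 fl/fl SM22-Cre*. The libraries of each group are numbered 0, 1, and 2, and the legend of Figure 5 gives n = 4 per group. *SM22-Cre* expresses Cre-recombinase in SMCs, where it is used to remove floxed *Prdm6*. The authors aligned the trimmed reads to the mouse genome mm10 with TopHat2, obtained expression values with Cufflinks and Cuffdiff, and deposited the FPKM (fragments mapped to a gene, scaled for transcript length and for the mapped fragments of the library) of 23997 genes in each library. FPKM values hold no read counts, so the total depth of each library is unknown. The steps between the low FPKM values of the same genes put the depth of the libraries between 0.93 and 1.19 times that of WT library 1. Only depths near that of WT library 1 were tried, and one lower by a small whole-number factor could give the same steps. The number of genes listed at 0 was 10313, 8832, and 11886 in WT libraries 0, 1, and 2 and 9825, 9586, and 8338 in *Prdm6 fl/fl SM22-Cre* libraries 0, 1, and 2. Of the 3506 genes with a mean FPKM of at least 20, between 34 and 61 were listed at 0 in any one library. These 3506 genes include small RNAs with very uneven values. *Mir3064*, for example, was at 21255 and 69793.5 FPKM in *Prdm6 fl/fl SM22-Cre* libraries 0 and 1 and at 0 elsewhere. The count therefore does not show whether an exact 0 is a failed estimate or a true low value. Genes of small RNAs made up between 8.0% and 58.4% of the summed FPKM, whereas the upper quartile of FPKM lay between 10.4 and 10.8 in all 6 libraries.

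The comparison between the groups used limma on log2(FPKM + 0.1) for the 12955 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. Fold changes are on this scale, where the added 0.1 shrinks the change of genes with low FPKM. A gene at or near 0 in only some libraries can instead have a fold change far from the ratio of its mean FPKM. With 3 libraries against 3, the smallest p that a two-sided exact permutation test can give is 0.1. The targeted gene, *Prdm6*, lies on chromosome 18 of GRCm38 (the assembly of mm10) from 53463583 to 53575907. Its FPKM was 41.7, 48.4, and 19.8 in the 3 libraries labelled WT and 48.6, 27.1, and 15.4 in the 3 labelled *Prdm6 fl/fl SM22-Cre*, so that the highest value of the 6 was in a library labelled *Prdm6 fl/fl SM22-Cre*. The log2 fold change of *Prdm6* was -0.32 (standard error 0.48, adjusted p = 0.833 from limma), which is within the spread between libraries. The paper's text does not say which part of *Prdm6* is floxed. The FPKM of the whole gene need not fall if only a part is removed, so it cannot test the labels. The paper does report lower *Prdm6* by qRT-PCR in the DA and aorta of this model, a fall that these libraries do not show beyond their spread. Its text does not say which part of the transcript the primers cover. The groups are therefore named by their deposited labels, and each direction given for these data rests on those labels.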

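*Tagln*, which encodes the actin-binding protein SM22, lies on chromosome 9 of GRCm38 from 45929619 to 45936058. Its FPKM was 932 ± 364 (SD, n = 3) in the libraries labelled WT and 451 ± 230 (SD, n = 3) in those labelled *Prdm6 fl/fl SM22-Cre*. The log2 fold change was -1.13 (standard error 0.44, unadjusted p = 0.036, adjusted p = 0.591 from limma). *Myh11*, which encodes the smooth muscle myosin heavy chain, lies on chromosome 16 from 14194535 to 14291372. Its FPKM was 447 ± 262 (SD, n = 3) and 123 ± 50.1 (SD, n = 3), with a log2 fold change of -1.81 (standard error 0.46, unadjusted p = 0.00466, adjusted p = 0.463 from limma). For both genes, every library labelled *Prdm6 fl/fl SM22-Cre* lay below every library labelled WT (two-sided exact permutation test, p = 0.1, the smallest that this design allows). With each library left out in turn, the log2 fold change stayed between -1.50 and -0.67 for *Tagln* and between -2.06 and -1.36 for *Myh11*.

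By log2 fold change, 594 of the 12955 genes lay below *Tagln* and 250 lay below *Myh11*. Among the 543 genes with a mean FPKM of at least 100, 22 lay below *Tagln* and 12 below *Myh11*. Mean FPKM fell by 481 for *Tagln* and by 323 for *Myh11*, and 10 and 28 genes respectively had a larger fall. Both of these rankings were chosen after the values were seen. Only 1 gene, *Rn45s*, had an adjusted p under 0.05 in limma. *Rn45s*, the 45S ribosomal RNA precursor, was listed at 0 in all 3 libraries labelled WT and at 3060, 3806, and 4520 FPKM in those labelled *Prdm6 fl/fl SM22-Cre*. With transcript length and GC trends removed from each library, a setting chosen after the data were seen that leaves out *Rn45s* for want of an annotated transcript, the number was 0. The paper proposes that loss of *Prdm6* in VSMCs impairs their differentiation but not their proliferation, and places the lower contractile transcripts beside the Ki67 staining for this reading. It also draws on qRT-PCR of the DA. In addition it reports less Myh11 and fibronectin protein by staining and lower contractile transcripts in a *Prdm6*-deficient neural crest cell line.

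**Figure D1:**
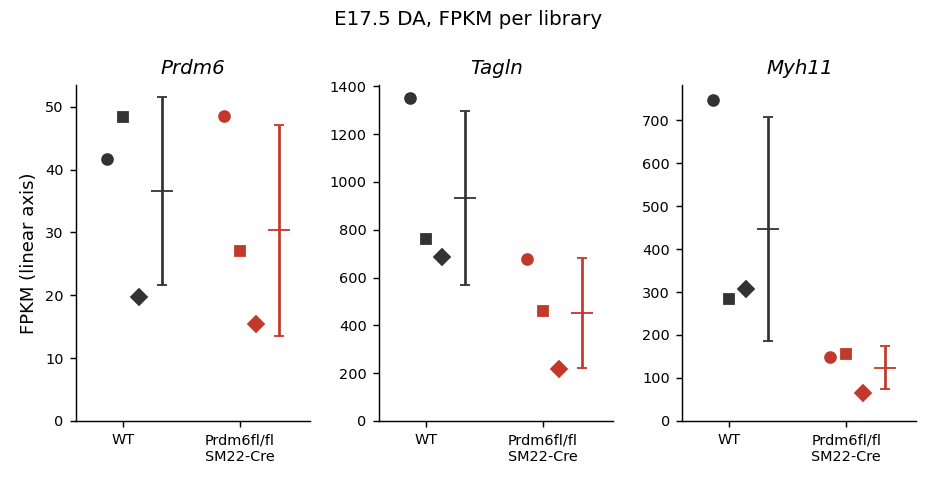
FPKM of *Prdm6*, *Tagln*, and *Myh11* in each E17.5 DA library by deposited label (circles, squares, and diamonds are libraries 0, 1, and 2; bars show the mean ± SD, n = 3). The values of *Prdm6* overlap between the labels, whereas those of *Tagln* and *Myh11* do not.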

Strikingly, the expression levels of *Tfap2b* and *Sox9*, which also function as NCC specifiers, were significantly reduced in the DA of *Prdm6^fl/fl^ SM22-Cre* versus WT littermates (Figure 5E and Supplemental Figure 6). 

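*Tfap2b* (chromosome 1 of GRCm38 from 19208914 to 19238576) encodes the transcription factor AP-2β. Its FPKM was 11.9, 4.76, and 3.56 in the libraries labelled WT and 2.72, 1.12, and 1.56 in those labelled *Prdm6 fl/fl SM22-Cre*. The log2 fold change on the log2(FPKM + 0.1) scale was -1.74 (standard error 0.65, unadjusted p = 0.0284, adjusted p = 0.574 from limma). *Sox9* (chromosome 11 from 112782224 to 112787760) had an FPKM of 9.97, 7.36, and 4.25 against 1.32, 2.63, and 2.07, with a log2 fold change of -1.76 (standard error 0.54, unadjusted p = 0.0118, adjusted p = 0.539 from limma). For both transcripts the groups did not overlap (two-sided exact permutation test, p = 0.1). When the adjustment covered only the 22 tested genes that the paper names, the adjusted p from limma was 0.113 for *Tfap2b* and 0.0865 for *Sox9*. Leaving out each library in turn gave log2 fold changes from -2.09 to -1.24 for *Tfap2b* and from -2.09 to -1.49 for *Sox9*. The difference in both transcripts was therefore in the same direction in all of these fits and was not past the adjusted threshold in limma. *Prdm6* itself was not lower in every library labelled *Prdm6 fl/fl SM22-Cre*, but its FPKM cannot test the deposited labels, so the direction rests on them.

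**Figure D2:**
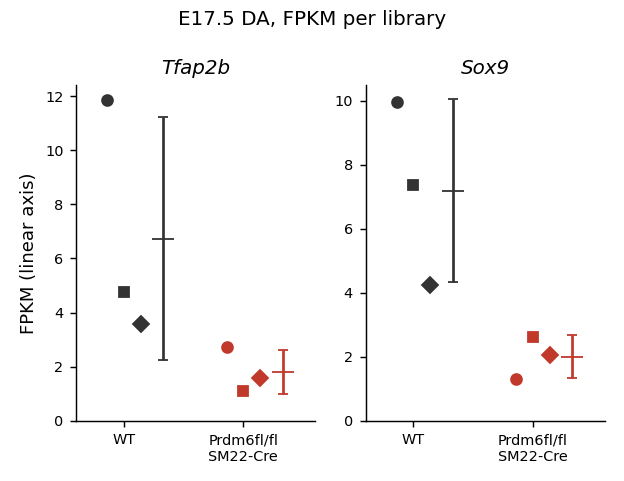
FPKM of *Tfap2b* and *Sox9* in each E17.5 DA library by deposited label (circles, squares, and diamonds are libraries 0, 1, and 2; bars show the mean ± SD, n = 3). All 3 libraries labelled *Prdm6 fl/fl SM22-Cre* lie below the lowest library labelled WT, at 3.56 FPKM for *Tfap2b* and 4.25 FPKM for *Sox9*.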

Real-time quantitative PCR (qRT-PCR) further confirmed the reduced expression of *Prdm6* (Figure 6A) in both the DA and aorta. However, the transcript levels of contractile proteins *Myh11* and *Tagln* were reduced in the DA and not the descending aorta of *Prdm6^fl/fl^ SM22-Cre* mice at E17.5 (Figure 6, B and C). The expression levels of *Tfap2b* and *Sox9* were also decreased, whereas those of the endothelial marker *Kdr* (also known as *Flk1*, *Vegfr2*) were increased at E17.5 and P0.5 in the DA (Figure 6, D–F). These findings further support the role of *Prdm6* as a regulator of SMC differentiation during cardiovascular development. Although *Prdm6^fl/fl^ SM22-Cre* mice had smaller DA size and lumen compared with *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice, they died from PDA, signifying the importance of SMC differentiation in DA closure.

To identify the *Prdm6-*regulated gene network, we applied gene set enrichment analysis by using Gene Ontology (GO). Two separate analyses using genes significantly upregulated and downregulated were carried out. Vasculature development, blood vessel development, smooth muscle tissue development, collagen fibril organization, extracellular matrix assembly, and cell-matrix adhesion were the most significantly downregulated, and cell-cell adhesion and negative regulation of cell differentiation were among the most significantly upregulated pathways (Supplemental Table 3). 

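The GO analysis was not repeated, because no gene was significantly downregulated in limma and 1 was upregulated. Lists of genes written by hand for these functions were instead tested as a whole against all other genes with limma's camera, which assumed a correlation of 0.01 between genes and used no significance threshold for single genes. P values were adjusted over 22 lists. The median log2 fold change of all genes tested was 0.072. The list of 30 smooth muscle contractile genes had a median log2 fold change of -0.73 (camera adjusted p = 1.13e-12), with 28 genes lower in the libraries labelled *Prdm6 fl/fl SM22-Cre* and 12 of them without overlap between the groups. Its score, the median deviation of its genes from their means on the log2 scale, was between -0.67 and -0.03 in those libraries and at least 0.22 in each library labelled WT. This call depended on the assumed correlation. When camera estimated the correlation from the 6 libraries, the adjusted p was 0.522, and limma's fry, which tests the list on its own, gave 0.28.

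Of the other functions, extracellular matrix assembly had a median log2 fold change of -0.15 over 36 genes (camera adjusted p = 0.0389), and did not pass with fry (adjusted p = 0.429). Collagen fibril organization had a median of -0.16 over 31 genes (camera adjusted p = 0.102), and cell-matrix adhesion had a median of -0.046 over 36 genes (camera adjusted p = 0.14), which relative to all genes turned to 0.018 with quantile normalization. Blood vessel development had a median of 0.17 over 49 genes (camera adjusted p = 0.401). Cell-cell adhesion had a median of 0.13 over 35 genes (camera adjusted p = 0.146), and negative regulation of cell differentiation had a median of -0.080 over 28 genes (camera adjusted p = 0.266).

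Among 814 Reactome pathways, smooth muscle contraction had a median log2 fold change of -0.45 over 25 genes (camera adjusted p = 2.33e-08) and elastic fibre formation a median of -0.26 over 34 genes (camera adjusted p = 0.00629), although the latter did not pass with quantile normalization (adjusted p = 0.384). These calls too depended on the assumed correlation. In tests chosen after the data were seen, smooth muscle contraction had an adjusted p of 0.513 when camera estimated the correlation and 0.0722 with fry, and elastic fibre formation had 0.997 and 0.516. Collagen formation (60 genes, camera adjusted p = 0.777), extracellular matrix organization (189 genes, camera adjusted p = 0.757), and cell-cell communication (94 genes, camera adjusted p = 0.96) did not differ from the other genes. At the assumed correlation, 50 pathways were lower and 1 was higher with an adjusted p under 0.05, with translation pathways among the lower ones, against 0 pathways with the estimated correlation and 5 with fry. All of these directions rest on the deposited labels of the libraries.

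**Figure D3:**
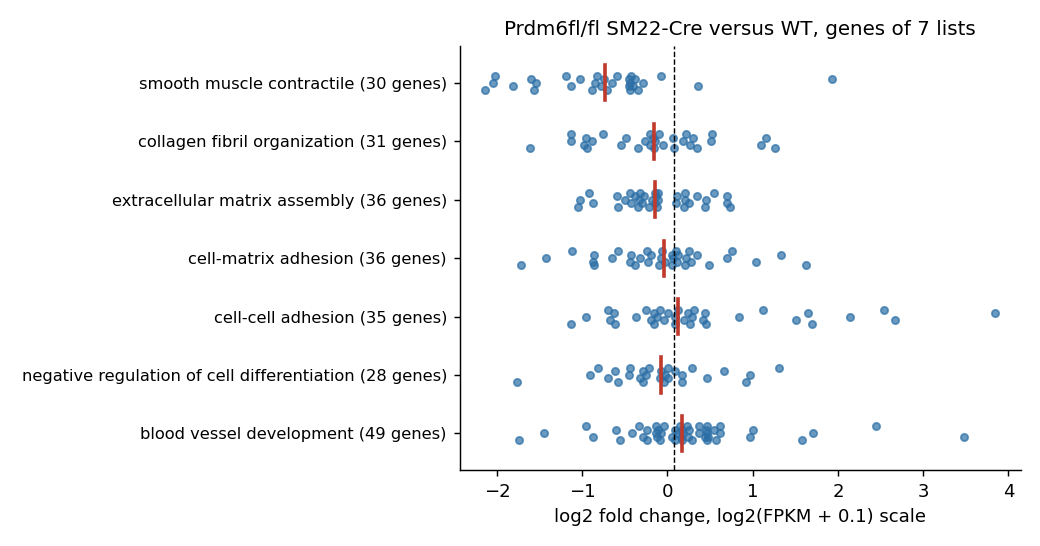
Log2 fold change, on the log2(FPKM + 0.1) scale, of each gene in 7 lists, for the libraries labelled *Prdm6 fl/fl SM22-Cre* versus WT. Points are genes, red bars are the medians of the lists, and the dashed line is the median of all genes tested, at 0.072. The smooth muscle contractile list has the lowest median, at -0.73.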

We assessed the protein levels of selected differentially expressed genes by immunofluorescent staining of the DA of *Prdm6^fl/fl^ SM22-Cre* versus WT littermates at E17.5. We found that the SMC contractile protein Myh11 and fibronectin, a protein synthesized and secreted from SMCs, were significantly reduced in the DA of *Prdm6^fl/fl^ SM22-Cre* versus WT littermates (Supplemental Figure 7, A and B). Fibronectin has been shown to be synthesized to a significantly greater degree in the DA compared with the aorta at early gestation and contributes to the enhanced migration of DA SMCs (23).

### Impaired CNCC migration in Prdm6^fl/fl^ mice results from deregulated Wnt1 signaling.

The induction and subsequent specification of NCCs involves the combinatorial input of multiple signaling pathways. WNT and BMP signaling are key inducers of the neural crest, but their role in CNCC fate and migration has not been well studied. We found that expression levels of *Wnt1* were highest in the pre-EMT cluster (cluster 10), followed by 1 of the 4 neural tube clusters (cluster 14), and dramatically reduced after NCC delamination from the neural tube (Supplemental Figure 8A). *Wnt1* transcript levels were higher in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* versus WT littermates (*Wnt1-Cre2 ZsGreen1*) in several clusters, including the pre-EMT cluster (Figure 7A), which suggested that *Prdm6* may function to suppress *Wnt1* during emergence of CNCCs. Pathway analysis of the pre-EMT cluster showed the “Development positive regulation of Wnt/β-catenin signaling at the receptor level” as one of the most significantly upregulated pathways (Supplemental Table 4).

*Bmp* signaling has been implicated in maintaining NCC identity by counteracting the effect of Wnt signaling (24). Accordingly, we found reduced levels of *Bmp4* in the neural tube, cardiac muscle lineages, and SMC clusters upon loss of *Prdm6* compared with littermate controls (Figure 7B, black arrowheads; Supplemental Figure 8B), concomitant with increased *Wnt1* levels. This indicated that *Prdm6* controlled a balance between BMP/Wnt signaling, which was impaired in CNCCs of *Prdm6^fl/fl^* mice and impeded their delamination and migration.

To establish the role of Prdm6 in NCC migration, we cultured excised neural tubes of the E9.5 WT and *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* embryos ex vivo to assess migration of CNCCs. We observed a marked reduction of NCC migration after 24 hours in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* versus WT littermates (Figure 8, A and B). Postulating that the increased *Wnt1* expression underlies the CNCC migration defect, we examined whether the treatment of WT neural tube tissue ex vivo with Wnt1 could phenocopy the Prdm6*^fl/fl^* condition. We therefore repeated these experiments using WT neural tubes and treated them with WNT1(100 ng/mL) for 24 hours. In response, we observed reduced migration of the delaminated NCCs compared with the PBS control, supporting our hypothesis (Figure 8, C and D). These findings are consistent with a prior report that constitutive activation of β-catenin in the NCC-derived SMC precursor results in a reduced NCC-derived population of SMCs in the DA (20), leading to its patency. Our findings also identified excess Wnt activation as a mechanism for PDA.

### Loss of Prdm6 impairs H4K20 methylation and G1-S phase progression.

We next focused on the molecular mechanisms that could link loss of *Prdm6* to altered gene expression. We and others had previously shown that PRDM6 regulates H4K20 methylation (9, 25). We compared H4K20 monomethylation of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* mice CNCCs at E9.5 with those of the WT littermates ex vivo, and consistent with earlier findings, we observed reduced H4K20 monomethylation in the solitary leading edge of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* CNCCs (Figure 8, E–G). There was no significant difference of H4K20 monomethylation in early migrating NCCs (Supplemental Figure 9, A and B). Together, these results suggest that loss of *Prdm6* reduced H4K20 methylation in CNCCs.

Interestingly, H4K20 monomethylation (H4K20me1) has been shown to promote G1 to S cell cycle progression (26), which is an essential step for the delamination of premigratory NCCs (27). H4K20me1 at E- and N-cadherin promoters has also been shown to regulate their transcription and mediate EMT (28). We therefore hypothesized that H4K20me1 by *Prdm6* promotes cell cycle progression and alters the expression of a gene network that is necessary for delamination and migration of the CNCCs. To test this, we used CRISPR/Cas9-based gene editing to inactivate *Prdm6* in exon2 of O9 mouse NCCs in vitro. We first differentiated these cells into SMCs (Figure 9A) and verified their competency in expressing *Prdm6*, contractile proteins *Myh11* and *Tagln*, and NCC specifiers *Sox9* and *Tfap2b* at days 0, 1, 3, and 6 (Figure 9B). Subsequently, we infected the cells with lentivirus containing CRISPR/Cas9 and transfected them with either control vector or 3 different sgRNAs targeting *Prdm6* exon2 (Figure 9C) and generated 3 clonal cell lines with 8, 55, and 56 bp deletions (Figure 9D). qRT-PCR expression analysis confirmed the loss of *Prdm6* expression and subsequent downregulation of contractile proteins *Myh11* and *Tagln* and NCC specifiers *Tfap2b* and *Sox9,* as well as upregulation of the endothelial maker *Kdr* in all *Prdm6*-deficient lines (Figure 9, E–J), consistent with our in vivo gene expression analyses. We then subjected the *Prdm6*-deficient CNCCs to FACS analysis to assess the cell cycle activity and observed a marked reduction in G1-S cell cycle progression compared with WT O9 cells (Figure 10A). Our analyses revealed a greater number of *Prdm6*-deficient CNCCs in the G1 phase and fewer in the S and G2/M phase compared with WT CNCCs, indicating G1-S phase arrest. This finding was associated with increased *Wnt1* expression in *Prdm6*-KO versus WT O9 cells (Figure 10B).

To determine the direct role of H4K20me1 in regulating CNCC cell cycle progression, we inactivated retinoblastoma-associated protein Rb1 in O9 cells using Rb1-specific siRNA. RB1 protein plays a critical role in recruiting H4K20 methyltransferases, such as Suv4-20h1/KMT5B and Suv4-20h12/ KMT5C29, and mediates mono-, di-, and tri-methylation of H4K20 (29). Knockdown of Rb1 in O9 cells resulted in modest but persistently reduced G1-S progression compared with control siRNA, as determined by FACS analysis (Figure 10C). There was an inverse relationship between G1-S progression and *Wnt1* expression (R = 0.83; Figure 10C).

Our data suggested that loss of *Prdm6* reduced H4K20me1 and increased *Wnt1* levels, impeding CNCC migration, but the order of the events remained unknown. We examined the effect of Wnt1 on histone modifications in these cells and found that it increased H4K20me1 levels compared with PBS, as predicted (Figure 10, D and E). This finding suggests that reduced H4K20me1 after *Prdm6* knockdown is not caused by increased Wnt1. Accordingly, treatment of *Prdm6*-deficient O9 cells with Wnt inhibitor (IWP-4, 5 μM, 04-0036) rescued the migration-defective phenotype (Figure 10, F and G); however, it did not change H4K20me1 (Figure 10H). In conclusion, we suggest a model whereby Prdm6-H4K20me1 synchronizes the cell cycle, which is necessary for the regulation of Wnt1 transcript levels and CNCC migration. In contrast, the loss of Prdm6 results in reduced H4K20 monomethylation and G1-S cell cycle progression, resulting in increased Wnt1 expression and impaired CNCC migration.

## Discussion

NCCs give rise to a diverse cell lineage and therefore are increasingly gaining attention for their potential role in tissue regeneration. The mouse phenotyping and fate mapping in our study showed that *Prdm6* regulates differentiation and migration of CNCCs, which are the precursor of SMCs in the tunica media of the DA and pharyngeal arches (16). Consequently, loss of Prdm6 results in early postnatal death from PDA (30–32). The importance of CNCCs in DA closure has been previously shown by the ablation of myocardia in early postmigratory NCC derivatives, albeit the exact molecular mechanisms remain to be elaborated (32). Mutations in histone modifiers *KMT2D* (*histone-lysine N-methyltransferase 2D*) and *KDM6A* (*lysine-specific demethylase 6A*) (33) and *EHMT1* (euchromatic histone*-lysine N-methyltransferase 1*) (34) have also been associated with syndromic congenital heart disease due to defects in NCC development (35). However, in contrast to *PRDM6* mutations, defects in these genes appear to affect both cardiac and cranial NCCs.

Our investigations ex vivo demonstrated that increased *Wnt1* underlies impaired CNCC migration in *Prdm6*-deficient mice, which was rescued by Wnt inhibition. These findings are consistent with a prior report that constitutive activation of β-catenin (ctnnb1Δex3) results in a reduced NCC-derived population of SMCs in the DA and early postnatal death (20). Although NCC migration in ctnnb1Δex3 was not explored, our fate mapping and functional studies suggest that excessive Wnt activation can result in impaired CNCC migration.

Our comprehensive genomic and epigenomic approach identified a Prdm6-dependent gene regulatory network that underlies the regulation of a subset of CNCCs during development. The neural crest gene regulatory networks consist of multiple complex subnetworks that are sequentially activated to control the key steps of neural crest formation, delamination, migration, and differentiation. Of particular importance is the mutually inhibitory crosstalk between Wnt and Bmp signaling in that Bmp counteracts proliferation promoted by Wnt while Wnt antagonizes BMP-dependent neuronal differentiation (36). The coordinated actions of these 2 pathways result in activation of transcriptional cascades that drive EMT and migration and cooperate with signaling systems that induce cell differentiation (37). In our models, we showed that the absence of *Prdm6* tips the balance in favor of Wnt1 by reducing *Bmp4* and increasing *Wnt1* transcripts in several clusters, leading to impaired CNCC migration.

*PRDM6* has been previously shown by our group and others to mediate H4K20 methylation in vitro (9, 25). H4K20 monomethylation has been shown to be critical for cell cycle progression (38, 39). In the current study, we showed that Prdm6 regulates H4K20 methylation in migrating NCCs and that this event is critical for cell cycle progression and subsequent induction of EMT and migration of specific CNCCs. We showed that H4K20 methylation and cell cycle activation are inversely related to *Wnt1* expression. The causal relationship between H4K20 methylation, cell cycle activation, and *Wnt1* expression was supported by knocking down the retinoblastoma-associated protein Rb1, which has been shown to interact with H4-K20 methyltransferases Suv4-20h1/KMT5B and Suv4-20h12/ KMT5C (40) and to mediate their methylation of H4K20 (41). Accordingly, the knockdown of Rb1 led to G1-S phase arrest and was associated with higher *Wnt1* expression. These findings linked reduced H4K20 methylation in *Wnt1-Cre2 Prdm6^fl/fl^* mice to increased *Wnt1* expression in multiple CNCC clusters.

One of the most important implications of our study is the role of temporal and spatial epigenetic regulation in the specification of NCCs. It is likely in this context that elevated Wnt1 impairs a subset of CNCCs that contributes to the DA, whereas elevated Wnt1 is a necessary component of trunk NCCs, including their entry into the S-phase and their facilitated migration (42). Strikingly, environmental factors, such as teratogens and infectious disorders during the first trimester of pregnancy, have been associated with isolated persistent PDA and altered DNA or histone modifications (43–46). The characterization of Prdm6 function in NCCs has, therefore, a broad implication for the pathogenesis of inherited and acquired congenital heart diseases and may lead to identification of novel targets for drug development.

## Methods

### Generation of SM22-Cre KO mice.

The day of plug detection was considered as E0.5. *Prdm6*-*flox* mice were generated in-house and were intercrossed to generate homozygous *Prdm6*-*flox* mice (*Prdm6^fl/fl^*). *Prdm6^fl/fl^* mice were viable, fertile, and indistinguishable from control littermates. *Prdm6^fl/fl^* mice were intercrossed with *SM22-Cre* transgenic mice that expressed high levels of Cre-recombinase in SMCs (Supplemental Figure 10).

### Neural crest–restricted inactivation of the Prdm6 gene.

To determine the function of *Prdm6* in cardiac neural crest–derived cells, homozygous *Prdm6^fl/fl^* mice were crossed with transgenic mice expressing Cre-recombinase under the transcriptional control of the neural crest–restricted *Wnt1* promoter. *Prdm6^fl/+^ Wnt1-Cre2* offspring were then interbred with *Prdm6^fl/+^* mice to generate *Prdm6^fl/fl^ Wnt1-Cre2* mutants and control littermates *Prdm6^+/+^ Wnt1-Cre2* (Supplemental Figure 11).

For lineage tracing, *Prdm6^fl/fl^* mice were crossed with ZsGreen1 to generate *Prdm6^fl/+^ ZsGreen1* mice and then interbred with *ZsGreen1* to generate *Prdm6^fl/+^ ZsGreen1/ZsGreen1* mice. To knock out *Prdm6* in *Wnt1*-positive NCCs, the *Prdm6^fl/+^ ZsGreen1/ZsGreen1* mice were intercrossed with *Prdm6^fl/+^ Wnt1-Cre2* mice (Supplemental Figure 12).

*Wnt1-Cre2* mice were purchased from The Jackson Laboratory, stock number 022501 (full strain name *B6.Cg-E2f1Tg(Wnt1-cre)2Sor/J*). *ZsGreen1* mice were received from Daniel Greif (Yale University) and are also available from The Jackson Laboratory (*Rosa-CAG-LSL-ZsGreen1-WPRE*, Jax 007906). All mice were fed ad libitum and housed at constant ambient temperature in a 12-hour light/12-hour dark cycle. Both male and female mice were studied. All studies in animals were conducted in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Mouse embryo and tissue preparation and IHC.

Mouse embryos and tissues were collected and rinsed in ice-cold Dulbecco’s PBS and fixed by incubation for 15–20 minutes in PBS containing 4% PFA (Santa Cruz, sc-281692) at 4°C. They were rinsed twice in ice-cold PBS and incubated for 24 hours in 30% sucrose/PBS at 4°C, followed by Tissue-Tek OCT compound (catalog 4583) in plastic molds and allowed to freeze on dry-ice and stored at –80°C. The tissue submerged in OCT compound was sectioned onto 5 μm–10 μm slices in a cryostat and dried on Fisherbrand Superfrost Plus slides (Fisher Scientific, catalog 22-037-246) 12 to 16 hours at room temperature. P0.5 mice tissue were collected after anesthesia. Hearts were then removed and treated as described above.

### Immunofluorescence.

All immunofluorescence staining was performed on 5 μm–10 μm frozen sections. For immunostaining, the slides were washed 3 times in 1× PBS, followed by 3 washes in PBS plus 0.1% Triton X-100 and incubated in the blocking solution containing 5% BSA plus 1× PBS plus 0.1% Triton X-100 for 2–3 hours. Subsequently, the slides were incubated in the primary antibody overnight, followed by 3 washes in PBS plus 0.1% Triton X-100 for 10 minutes each. After 2 hours of secondary antibody incubation, slides were washed 3 times in PBS plus 0.1% Triton X-100 for 10 minutes each. The specimens were overlaid with ProLong-Gold Antifade solution and a coverslip. All primary antibodies (Supplemental Table 5) were diluted 1:300 and secondary antibodies at 1:300. As a control, we used no primary as well as PRDM6 KO mice tissues. Otherwise, only validated and previously published antibodies were used. Fluorescence images were obtained by a Zeiss 4 laser confocal microscope or Leica SP8 confocal microscope, and the intensity was measured using the same laser output, gain, and offset for each set of antibodies tested. Images were quantified with ImageJ (NIH) and adjusted for the area.

### Whole-mount staining.

Whole-mount microscopy was carried out as previously described (47). Briefly, E9.5 mice were harvested and kept in ice-cold PBS for 5 minutes to drain blood from the umbilical cord and then fixed in 4% PFA at 4°C and washed at room temperature. Samples were dehydrated in methanol/PBS series (20%, 40%, 60%, 80%) for 30 minutes at room temperature and then 100% for the entire day. Samples were chilled over ice and bleached in 5% H_2_O_2_ in methanol overnight at 4°C, washed with 80% methanol/PBS for 30 minutes at room temperature, and rehydrated with the methanol series in PBS/0.2% Triton X-100 (fresh prepared): 80%, 60%, 40%, 20%, 0%; 30 minutes each at room temperature. For immunolabeling, pretreated samples were incubated in 1× PBS/0.2% Triton X-100/20% DMSO/0.3 M glycine at 37°C for 24 hours and blocked in 1× PBS/0.2% Triton X-100/10% DMSO/6% goat serum at 37°C for 24 hours and subsequently washed with 1× PBS/0.2% Tween 20 with 10 μg/mL heparin and incubated with primary antibody in 1× PBS/0.2% Tween 20 with 10 μg/mL heparin/5% DMSO/3% donkey serum at 37°C for 24 hours. After several washes, samples were incubated with secondary antibody in 1× PBS/0.2% Tween 20 with 10 μg/mL heparin/3% donkey serum at 37°C for 24 hours. For clearing, samples were incubated overnight in 50%, 80%, and 100% tetrahydrofuran/H_2_O (THF, Sigma-Aldrich, 186562-12X100ML) for 2 hours each time. Samples were then incubated in dichloromethane (DCM, Sigma-Aldrich, 270997-12X100ML) until they sunk to the bottom for 5 minutes and in dibenzyl ether (Sigma-Aldrich, 108014-1KG) until the samples were clear (20 minutes to 2 hours). We then examined samples using light sheet microscopy.

### Isolation and culture of the neural tube.

Isolation of the neural tube was carried out as described by Elise R. Pfaltzgraff, Nathan A. Mundell, and Patricia A. Labosky (48). For timed pregnancies, dams were checked in the morning for a vaginal plug and the embryo was considered as E0.5 at noon of the day the plug was observed. Mice were euthanized, and the embryos were removed at E9.5 and placed on ice-cold sterile DPBS. Using insulin needles, neural tubes were cut between the mid otic placode and the posterior edge of the fourth somite. The yolk sacs were kept for genotyping and the remaining embryonic tissues were discarded. The cardiac neural tube–containing segments were placed in collagenase/Dispase (Sigma-Aldrich, catalog 269-638) at room temperature for 8 minutes and subsequently washed in ice-cold sterile DPBS. The non-neural ectoderm was gently removed from the tissue, and the somites were separated away from the cardiac neural tube. The remaining parts of the mesoderm were gently removed using a cut-down 1 mL pipette tip. The isolated neural tube was washed for 30 seconds with culture medium (ES101-B) with fibroblast growth factor (GF003) and placed in the center of Matrigel-coated (Corning, catalog 354234) 24-well glass-bottom cell culture plate (Nest Scientific, catalog 801006) and incubated at 37°C.

### RNA extraction, cDNA synthesis, and qPCR.

The RNA was extracted using Qiagen miRNeasy Micro kit (catalog 1071023). Next, 100–500 ng of RNA was used for cDNA synthesis (iScript cDNA synthesis, Bio-Rad, 1708890). No-RT and no-RNA controls were used to ensure DNase digestion and no residual contamination. The cDNA was diluted to different concentrations and eventually were diluted by 5-fold to obtain qPCR values in the linear range. qPCR primers (Supplemental Table 6) were from PrimerBank. A dilution curve that included primers and qPCR Master Mix were utilized to ensure that PCR primers did not self-anneal and to reduce background amplification. The qPCR was performed with 2× SYBR Green Master Mix (Bio-Rad, 170-8880), 0.5 μM primer (forward and reverse), and 5 μL of 1:5 diluted cDNA and rest water. All qPCR reactions had 3 technical replicates and at least 3 biological replicates per genotype. All values were normalized to the reference gene *Gapdh*.

### Bulk RNA-Seq.

The reads were trimmed for quality and length. All the reads were minimum base quality of Q30, and reads with minimum length of 45 were used for further analysis. The reads were aligned to the mouse UCSC reference genome mm10 (49, 50) using TopHat2 (51). The alignment data were converted to per-gene counts using Cufflinks (52) and further analyzed using Cuffdiff and R (http://www.r-project.org/index.html). The results were visualized using R.

### ScRNA-Seq.

E9.5 embryos were harvested and briefly placed in ice-cold DPBS and then placed on a plastic petri dish resting on ice. Using insulin needles, the cardiac neural crest was dissected out from the mid otic placode to the posterior edge of the fourth somite. The tissues were removed and placed in a 1.5 mL conical snap-cap plastic tube on ice and 1× enzyme digestion buffer containing 100 μL of *Bacillus licheniformis* stock (100 mg/mL, Sigma-Aldrich, P5380), 895 μL of DPBS, and 5 μL of 0.5 M EDTA. The tube was quickly shaken thoroughly to mix and resuspend, incubated in ice-water bath, and triturated using a cut-down 1 mL pipette tip for 15 seconds every 2 minutes. Cells were filtered through a 40 μm strainer, rinsed with 10 mL of ice-cold PBS/BSA, and weighed. Subsequently, 300 g of the cells were transferred to 15 mL conical tube, centrifuged at 300*g* for 5 minutes at 4°C, and the supernatant discarded. The pelleted cells were then resuspended in 100 μL of ice-cold DPBS and counted on a Countess II (Thermo Fisher Scientific). Cell count and viability were determined using trypan blue dye exclusion.

### QC.

QC was evaluated from the distribution of QC covariates in data set visualizations and clustering after multiple times of analyzing the data and comparison with bulk RNA-Seq data. The analysis showed that use of fraction of counts from mitochondrial genes per barcode was too stringent and resulted in significant loss of signal since cardiovascular progenitor cells and migrating NCCs had a high degree of mitochondrial content. A more permissive QC threshold based on only 2 QC covariates, count depth and the number of genes per barcode, was considered as more appropriate. Capture sites that were either empty or contained multiple cells were filtered. DoubletFinder (53) and high-count depth threshold were also used to exclude doublets. Normalization protocol included count depth scaling (AKA CPM normalization). Gene normalization, which constitutes scaling gene counts to have zero mean and unit variance (*z* scores), was applied. Normalized data were log-transformed for use with downstream analysis. Data correction for biological effects based on cell cycle signals was avoided because of the presence of a large number of proliferating cells.

### Single-cell sequencing pipeline.

Ten thousand cells per sample were used for the 10x Genomics Cell Ranger pipeline with a combined human genome and the ZsGreen1 gene to obtain count matrices for the WT and KO conditions. There were an average of 2742 and 3102 counts per cell or an average of 1294 and 1432 unique genes detected in WT and KO conditions, respectively. Only samples with RIN greater than 6.5 were used. Library preparations and sequencing were performed by the Yale Center for Genome Analysis. Briefly, gel beads in emulsion (GEMs) were created using Chromium Next GEM Single Cell 3′ Gel Beads v3.1 kit (10x Genomics) and barcoded. GEMs generated were used for cDNA synthesis and library preparation using the Chromium Single Cell 3′ Library Kit v3.1 (10x Genomics) and sequenced on NovaSeq 6000 system using HiSeq 100 base pair reads and dual indexing.

### ScRNA-Seq data alignment.

scRNA-Seq samples were demultiplexed using MULTI-Seq and barcoded and pooled on droplet microfluidic emulsion and sequenced with the 10x Genomics Chromium system. Cell Ranger software v1.3.1 was used for library demultiplexing, FASTQ file generation, read alignment, and unique molecular identifier (UMI) quantification. The resulting raw UMI counts in each cell were normalized to their library size. The normalized counts were square-root transformed. We then used a combination of 3 metrics to find differentially expressed genes across conditions: (a) the binary logarithm of fold change between mean counts; (b) the Wasserstein or earth mover’s distance (EMD); and (c) adjusted *P* value from a 2-sided Mann-Whitney *U* test with continuity and Benjamini-Hochberg correction, as described by Moon et al. (22). A *P* value less than or equal to 0.01 was used as the threshold for statistical significance. The top 30 differentially expressed genes (up- or downregulated, ranked by Wasserstein distance, were represented in heatmaps. To identify putative cellular functions changed across conditions, we performed PANTHER-GO gene set enrichment analysis for each cluster (54) using the default human PANTHER-GO reference list as a background.

### scRNA-Seq data analysis.

We used the standard scRNA-Seq analysis pipeline for clustering (55). We removed cells with less than that 200 and more than 6000 raw UMIs to account for doublets. Next, we removed genes that were expressed in fewer than 3 cells and removed cells that expressed fewer than 200 genes. We also removed UMIs pertaining to mitochondrial and ribosomal genes. The counts in each cell were normalized to their library size. Then, normalized counts were square-root transformed, similar to a log transform but not requiring addition of a pseudo count. Data preprocessing was performed in Python (v3.7.4) using Scanpy (v1.4.6) (56, 57).

We visually observed batch effects between conditions in 2D cellular embeddings. To remove these batch effects for downstream analysis, we used an approximate batch-balanced k nearest neighbor (kNN) graph for manifold learning (BB-kNN batch-effect correction) using Scanpy’s fast approximation implementation (56, 57). For each cell, the 3 nearest neighboring cells in each condition were identified by Euclidean distance in 100-dimensional principal component analysis (PCA) space. This kNN graph was used as the basis for downstream analysis.

To visualize the scRNA-Seq data, we implemented 2 nonlinear dimension reduction methods and used the BB-kNN batch-corrected connectivity matrix as input for uniform manifold approximation and projection (UMAP) (58) and PHATE (22). UMAPs were generated using a minimum distance of 0.5. PHATE projections were generated with a gamma parameter of 0.

For cell clustering, we used the Louvain community detection method (59) with the BB-kNN graph. We used high-resolution community detection and merged clusters based on expression of hand-picked markers for the cell types (Supplemental Figure 13). In order to minimize the effect of dropout for clustering, we imputed counts using Markov affinity-based graph imputation of cells (MAGIC) (60).

To find the differentially expressed genes between the WT and KO conditions in each cell type, we used 3 metrics: the 1-dimensional Wasserstein or EMD, an adjusted *P* value from a 2-sided Mann–Whitney *U* test with continuity and Benjamini-Hochberg correction, and the binary logarithm of fold-change between mean counts. Significance was set to an adjusted *P* value of 0.01. The EMD can be defined as the minimal cost to transform distribution to another and has been previously used to perform differential gene expression analysis (61–63).

### O9-1 cell culture and differentiation and target gene KO in O9-1 cells.

O9-1 cells were obtained from MilliporeSigma. Low-passage O9-1 cells (SCC049) were maintained on Matrigel-coated dishes in complete embryonic stem cell medium with 15% fetal bovine serum and leukemia inhibitory factor (ES-101-B) supplemented with bFGF.

The O9-Cas9 cell line was generated by transducing the O9-1 cells with lentivirus, which packaged an EFS-Cas9-T2A-blasticidin expression cassette; polybrene was used for improving virus infection efficiency. One day after lentiviral transduction, 10 μg/mL blasticidin was used for selection for 5 days to get a pure O9-Cas9 cell line. SgRNAs were designed (AACGGGGAGTGCCCCATGCA) and cloned into a backbone plasmid, U6-sgRNA-EFS-puromycin, and then packaged into lentivirus. The puromycin selection (10 μg/mL) was performed after lentiviral transduction for 3 days. The T7E1 assay was performed at day 7 after sgRNA lentiviral transduction to evaluate target gene KO efficiency.

### Cell cycle distribution (Hoechst/pyronin Y).

Single-cell suspensions were prepared and adjusted to contain 2 × 10^6^ cells/mL. Single-cell suspensions were stained with Hoechst (10 μg/mL) and pyronin Y for 15 minutes at 37°C.

### Statistics.

In vivo studies included a minimum of 3 mice in each group. In vitro studies were carried out in more than 3 independent experiments. The comparison between different groups was done by a 2-tailed unpaired *t* test. The normality was tested by Kolmogorov-Smirnov test. An *F* statistic was calculated to determine whether variances were different between samples, and the *P* values were then corrected with Welch’s 2-tailed *t* test. The comparisons between multiple groups were done by 1-way ANOVA. A Mann-Whitney test was conducted for non-normally distributed data. Fisher’s exact test was carried out for the continuous variables. The preparation of graphs and all statistical analyses, including 2-tailed Student’s *t* tests, 2-way ANOVA (SigmaPlot), and testing for equal variance, were carried out using GraphPad Prism 8.1 Project software. *P* values less than 0.05 were considered significant. Data are presented as mean ± SEM. Fluorescence images were evaluated using ImageJ (NIH).

### Code and data availability.

All differential gene expression analyses from bulk and scRNA-Seq and their associated metrics have been deposited in NCBI’s Gene Expression Omnibus (GSE195590).

### Study approval.

Animal procedures were conducted according to an approved protocol by the Yale University IACUC.

## Author contributions

LH designed and conducted experiments, acquired data, analyzed data, and helped with preparing the manuscript. NL generated floxed mice. VG analyzed scRNA-Seq data. SM analyzed bulk RNA-Seq data. LY, YW, and JL analyzed data. AG and JR provided the mice. KKH and AE supervised the data analysis. CH helped with the writing of the manuscript and provided instruction on the preparation of the data. DVD supervised the analysis of scRNA-Seq data. AM designed and supervised the research studies and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
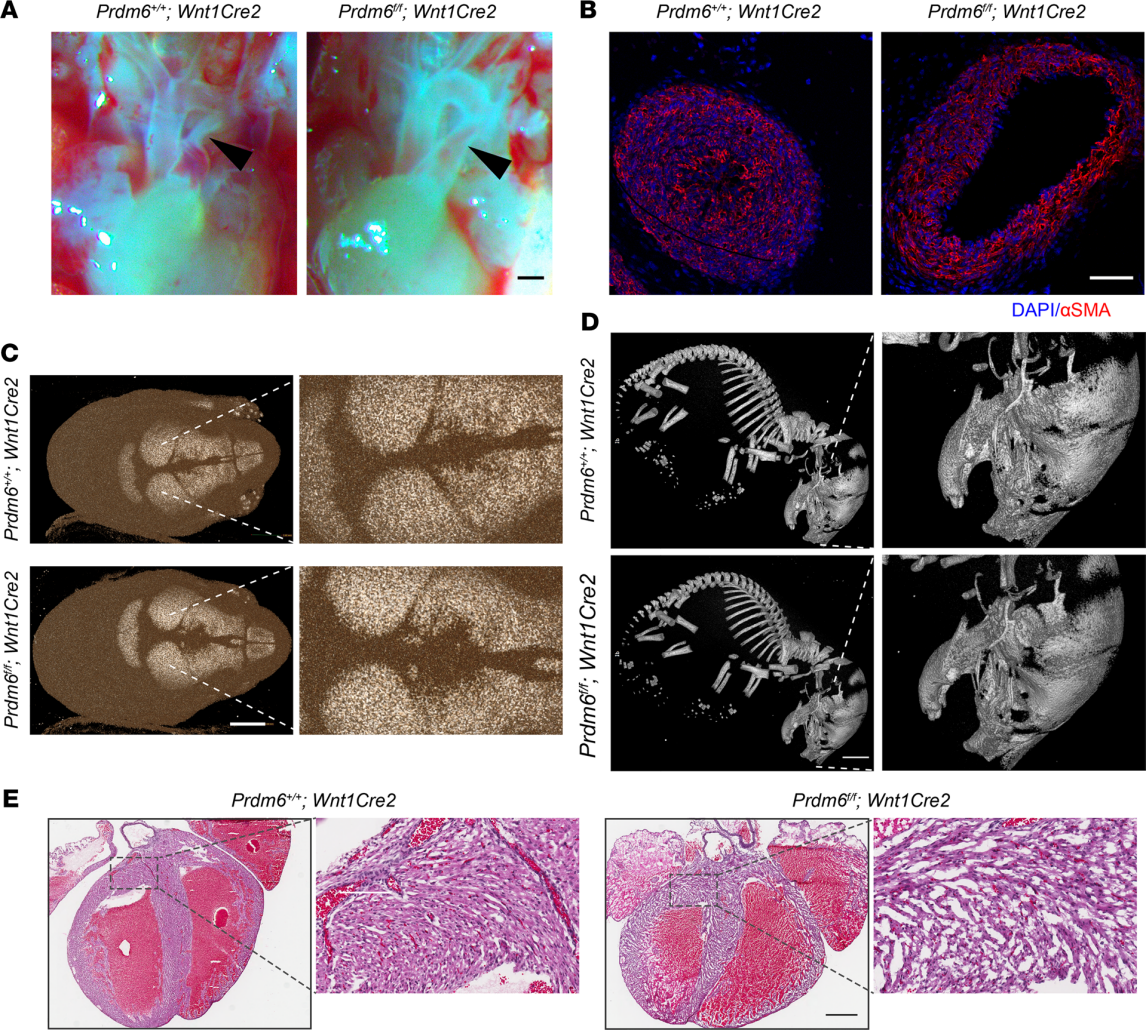
NCC-specific *Prdm6*-KO mice are born with PDA and noncompacted myocardium. (**A**) The gross appearance of a control heart (left) and *Prdm6^fl/fl^ Wnt1-Cre2* heart (right) and great cardiac vessels at P0.5. The closed DA and patent DA are shown by black arrowheads. Scale bar: 200 μm. (**B**) The confocal images of representative cross-sections of the DA of control (left) and *Prdm6^fl/fl^ Wnt1-Cre2* (right) pups at P0.5 stained with antibodies against αSMA (red) and DAPI (blue). Scale bar: 100 μm. (**C**) The computer micrographs of control (top) and *Prdm6^fl/fl^ Wnt1-Cre2* (bottom) pups’ skulls at P0.5, demonstrating small defect in the frontal bone at the junction of the anterior fontanel from apical views. Scale bar: 2 mm. The right panels show the same images magnified for better visualization. (**D**) The computer micrographs of control (top) and *Prdm6^fl/fl^ Wnt1-Cre2* (bottom) pups’ skeletons and skulls at P0.5 from lateral views. Scale bar: 3 mm. (**E**) H&E staining of control (left) and *Prdm6^fl/fl^ Wnt1Cre2* (right) pup hearts, demonstrating biventricular noncompaction but no other gross structural anomalies. Scale bar: 500 μm. All controls were the corresponding littermates (*n* = 3–6 for each group).

**Figure 2:**
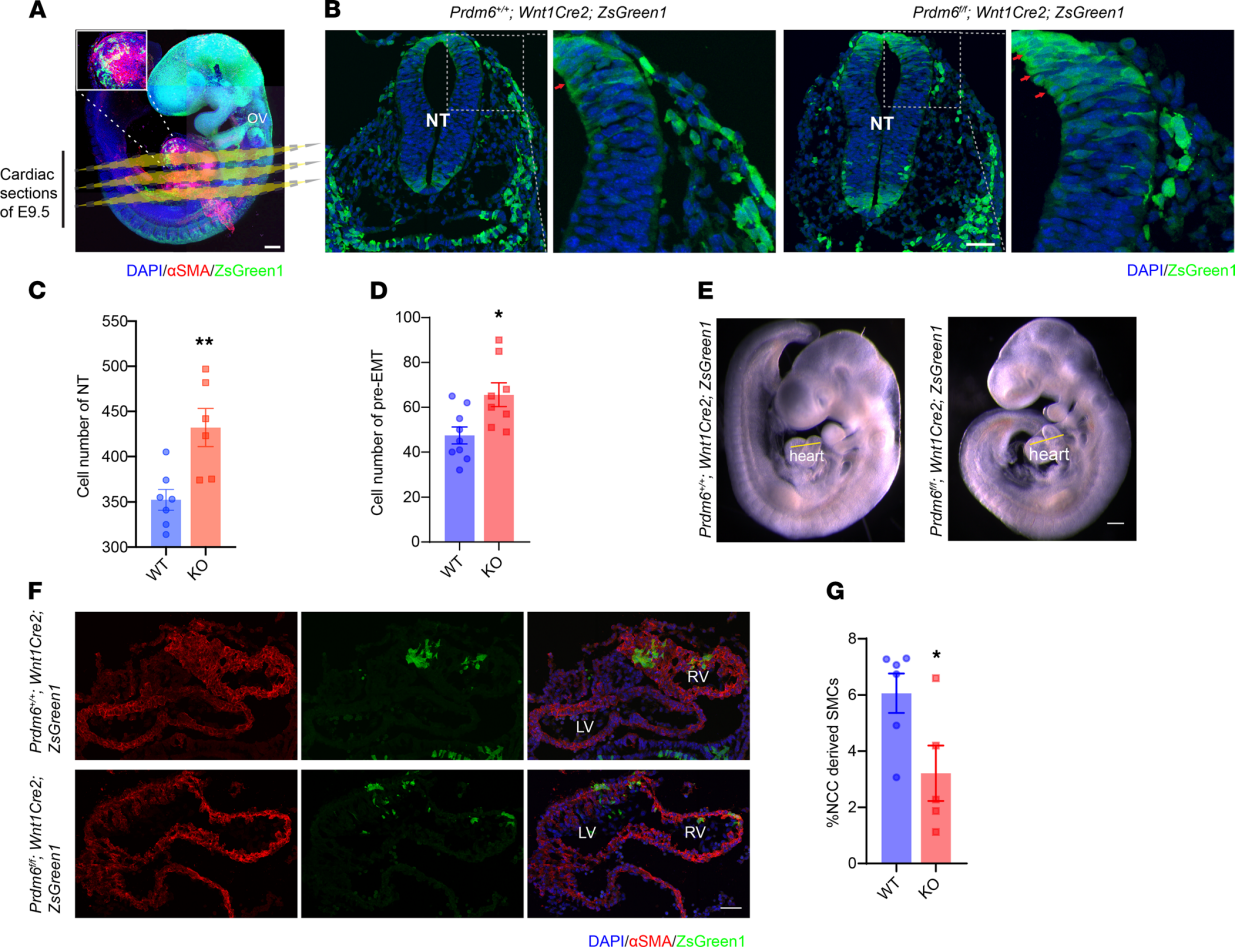
Fate mapping of CNCC establishes the role of *Prdm6* in CNCC migration. (**A**) Whole-mount confocal image of *Prdm6^+/+^ Wnt1-Cre2 ZsGreen1* E9.5 embryo. The inset shows the colocalization of αSMA (red) with ZsGreen1(green); nuclei are stained with DAPI (blue). Scale bar: 200 μm. (**B**) Transverse sections of cardiac neural crest at E9.5, using confocal imaging, demonstrating the retention of ZsGreen1-positive neural crest cells (green) in the neural tube (red arrow) in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* versus littermate controls (*Prdm6^f+/+^ Wnt1-Cre2 ZsGreen1*); nuclei are stained with DAPI (blue), scale bar: 50 μm. (**C** and **D**) Quantification of total neural tube and pre-EMT cells, respectively. (**E** and **F**) Cross-sections of E9.5 myocardium using confocal imaging, showing thinner myocardium and lesser CNCC contribution to myocardium in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* (bottom) versus controls (*Prdm6^f+/+^ Wnt1-Cre2 ZsGreen1,* top); αSMA (red), DAPI (blue), and ZsGreen1 (green). LV, left ventricle; RV, right ventricle. Scale bar: 50 μm. (**G**) Percentage of NCC-derived smooth muscle cells (SMCs) in myocardium. The image intensities were quantified by ImageJ; the thresholds for positive color detection were kept constant between different images. Each dot represents a biological replicate. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. *P < 0.05, **P < 0.01. All controls were the corresponding littermates (*n* = 5–9 per group).

**Figure 3:**
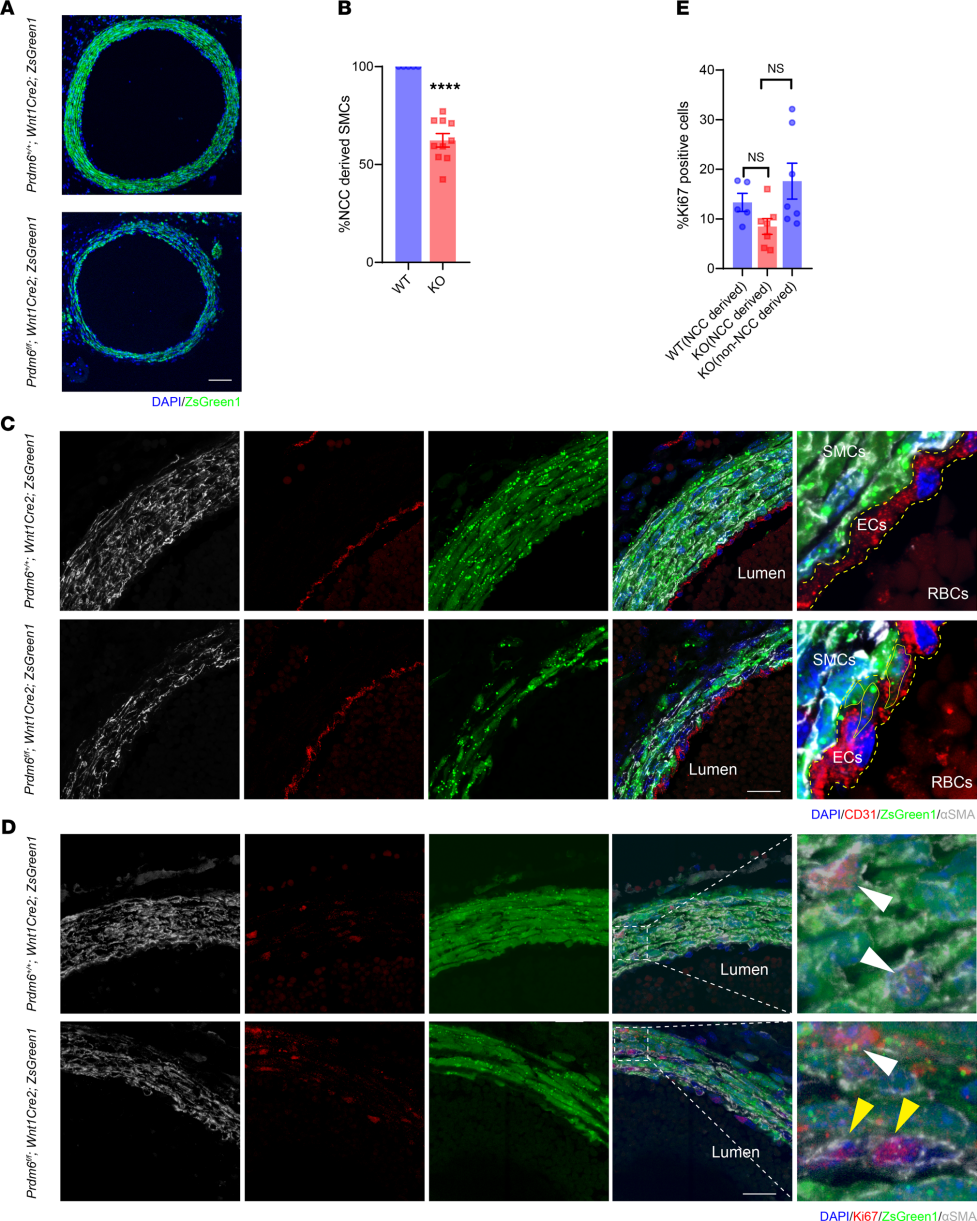
Fate mapping of CNCCs in neural crest–specific *Prdm6*-deficient mice shows their reduced contribution to ductus arteriosus. (**A**) Representative cross-sections of DA of WT (top) and *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* (bottom) DA at E17.5 by confocal imaging; scale bar: 50 μm. (**B**) Percentage of neural crest–derived SMCs. (**C**) Magnified image demonstrating the colocalization of αSMA (gray) and ZsGreen1 (green). In contrast to controls, the DA wall was thinner and only a fraction of SMCs of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* were NCC derived. In addition, the NCC-derived SMCs of *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* have an irregular shape (outlined by straight yellow lines) and have infiltrated and disrupted the endothelial layer, stained with CD31 antibody (outlined by dotted yellow lines); scale bar: 20 μm. (**D**) The confocal images of representative cross-sections of DA of control (top row) and *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* (bottom row) mice at E17.5 stained for Ki67 (red) and αSMA (gray) show the localization of ZsGreen1 (green) and Ki67 (white arrowheads) and Ki67 in ZsGreen1-negative SMCs, indicated by yellow arrowheads. Scale bar: 50 μm. (**E**) Percentage of Ki67-positive cells in NCC-derived SMCs in WT mice and NCC-derived and non-NCC-derived SMCs in *Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1* (KO) DA. All SMCs in WT mice were NCC derived. There was no significant difference in the percentage of Ki67-positive NCC-derived SMCs between WT and KO mice. The image intensities were quantified by ImageJ, and the thresholds for positive color detection were kept constant between different images. Each dot represents a biological replicate. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. The comparisons between multiple groups (**E**) were done by 1-way ANOVA. A Mann-Whitney test was conducted for non-normally distributed data. ****P < 0.0001. All controls were the corresponding littermates (*n* = 5–10 per group).

**Figure 4:**
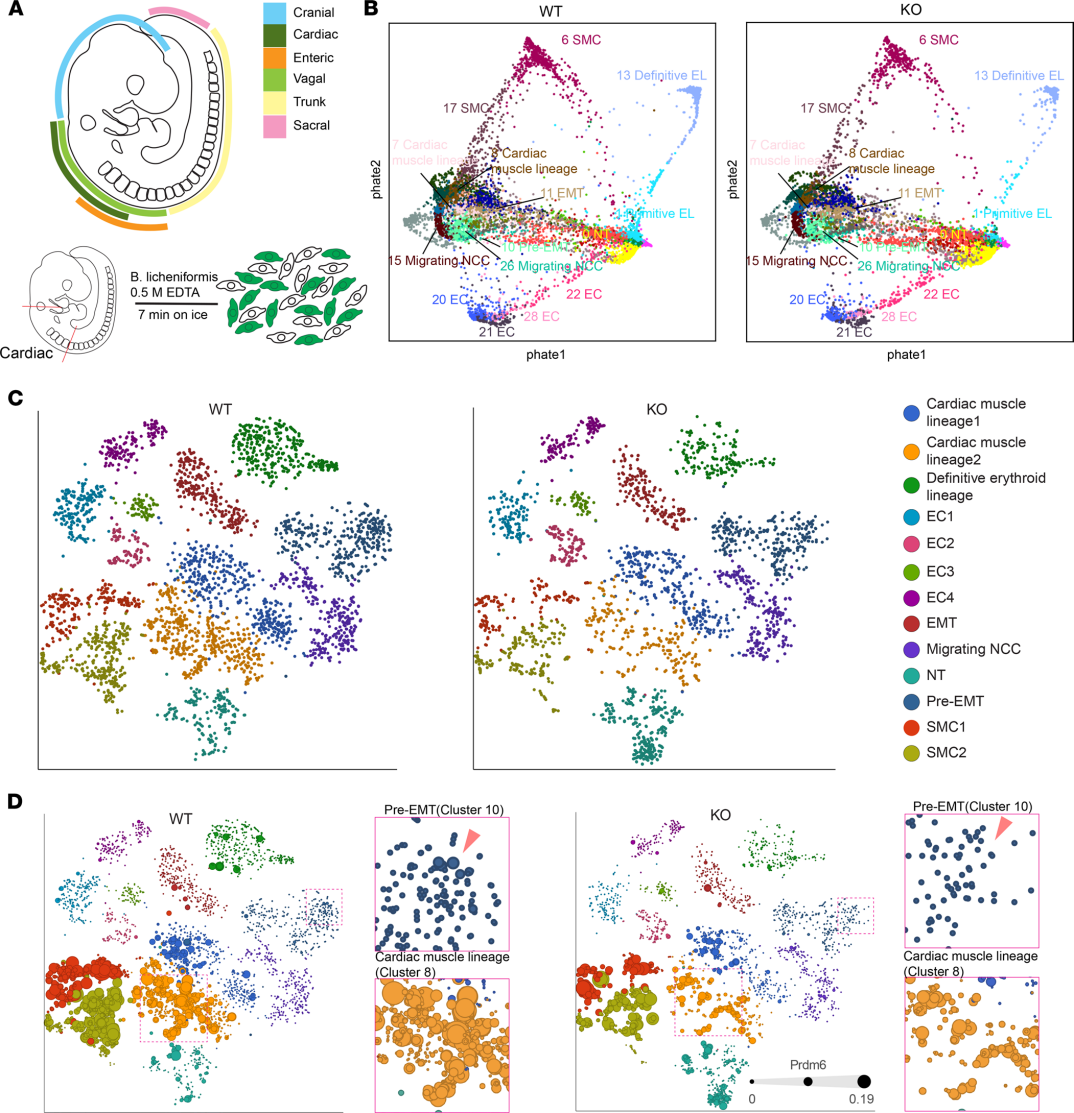
Single-cell RNA-Seq of the cardiac neural crest region. (**A**) Schematic of neural crest segments shown in different colors (top). The segment excised for single-cell RNA-Seq of CNCCs of E9.5 embryo (bottom). (**B**) PHATE embeddings of *Wnt1*-specific KO *Prdm6* mice and the corresponding littermates. (**C**) The t-SNE plots of selected clusters of *Wnt1*-specific KO *Prdm6* mice and the corresponding littermates generated by Partek flow. Each dot represents a cell (https://www.partek.com/partek-flow/). (**D**) The t-SNE plots displaying the expression levels of *Prdm6* in each cluster represented by dot sizes. The insets represent the magnification of pre-EMT (blue); cardiac muscle lineage (yellow) clusters marked by lines (*n* = 3 per group).

**Figure 5:**
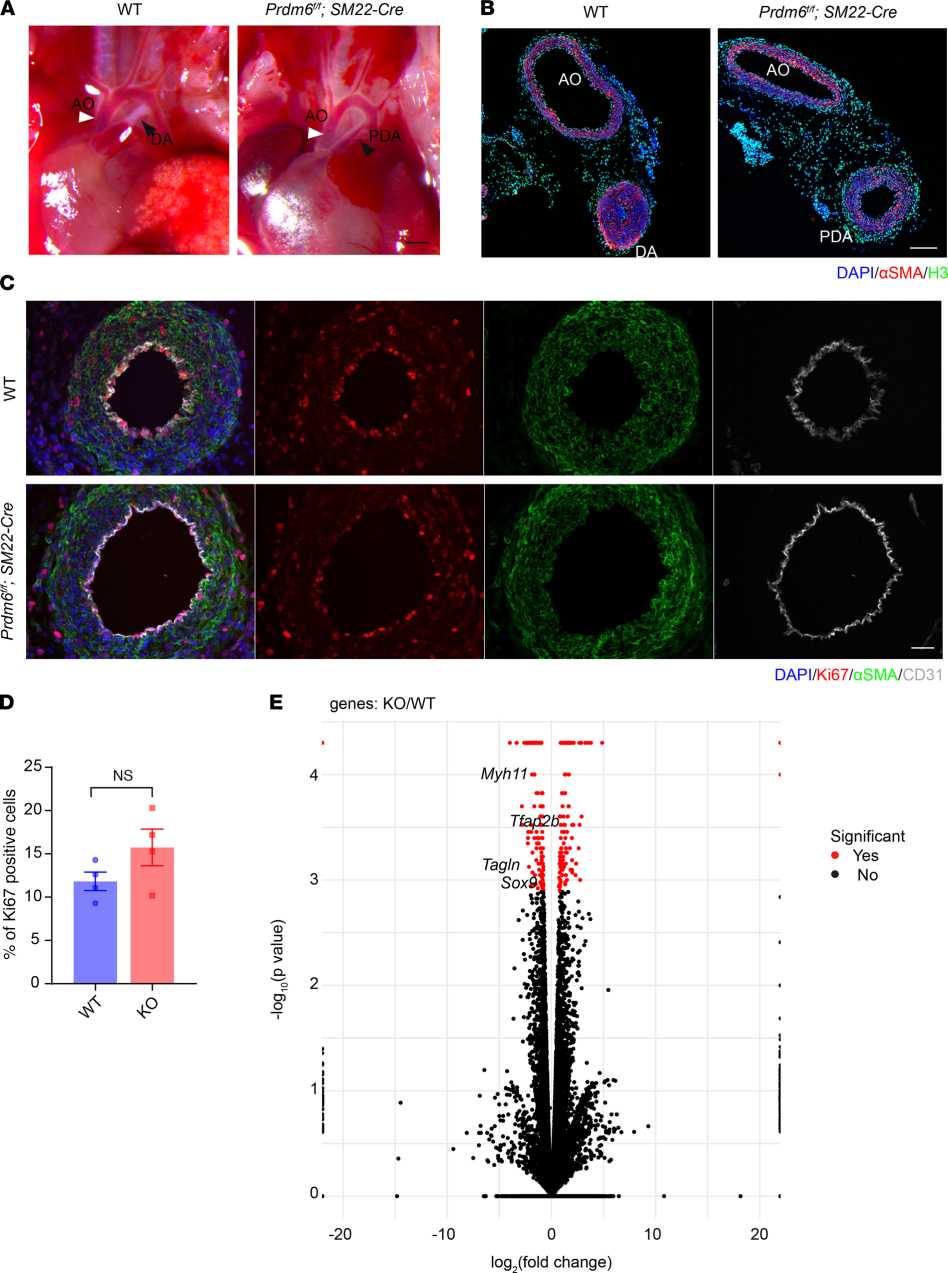
Smooth muscle–specific disruption of *Prdm6* in mice alters transcript levels of contractile proteins and neural crest specifiers and causes patent ductus arteriosus. (**A**) The heart and great cardiac vessels in control (left) and *Prdm6^fl/fl^ SM22-Cre* pups at P0.5 (right); aorta is shown by white arrowheads and the closed DA or patent DA by black arrowheads. Scale bar: 200 μm. (**B**) The confocal images of representative cross-sections of the aorta and DA of control (left) and *Prdm6^fl/fl^ SM22-Cre* (right) P0.5 pups, immunostained for αSMA (red), histone3 (green), and DAPI (blue). Scale bar: 100 μm. (**C**) The confocal images of representative cross-sections of DA of control (top) and *Prdm6^fl/fl^ SM22-Cre* embryos (bottom) at E17.5 immunostained for Ki67 (red) and costained with antibodies against αSMA (green), CD31 (gray), and DAPI (blue). Scale bar: 50 μm. (**D**) Quantification of Ki67-positive cells in the smooth muscle cell layer. (**E**) Volcano plot of bulk RNA-Seq data of *Prdm6^fl/fl^ SM22-Cre* mice DA compared with control mice at E17.5. The log fold change and the log *P* values are shown on *x* and *y* axes, respectively. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. The significantly changed transcripts in *Prdm6^fl/fl^ SM22-Cre* versus control mice are shown in red and the locations of specific genes of interest are shown. The significantly altered transcripts were determined using the following thresholds: adjusted *P* < 0.05, unpaired *t* test, FDR < 0.05, Benjamini-Hochberg corrected. All controls were the corresponding littermates (*n* = 4 per group).

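Before adjustment, 1073 of the 12955 genes had a p under 0.05 in limma, 644 of them lower and 429 higher in the libraries labelled *Prdm6 fl/fl SM22-Cre*, where 648 would be reached if no gene changed. The smallest adjusted p of any gene but *Rn45s* was 0.17. The 3 values of one group lay entirely beyond those of the other for 2080 genes, or 16.1% of those tested, where chance gives 10%. Of these, 1016 were lower and 1064 were higher in the libraries labelled *Prdm6 fl/fl SM22-Cre*. The median standard error of a log2 fold change was 0.41. *Actg2*, which encodes smooth muscle γ-actin, had a log2 fold change of -1.57 (standard error 0.37, unadjusted p = 0.00311, adjusted p = 0.459 from limma). *Acta2*, which encodes αSMA, had a log2 fold change of -0.85 (standard error 0.48, unadjusted p = 0.12, adjusted p = 0.657 from limma). With each library left out in turn, the log2 fold change ranged from -1.83 to -1.19 for *Actg2* and from -1.19 to -0.42 for *Acta2*. Over the 22 tested genes that the paper names, 8 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 when the adjustment covered these genes alone.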

**Figure 6:**
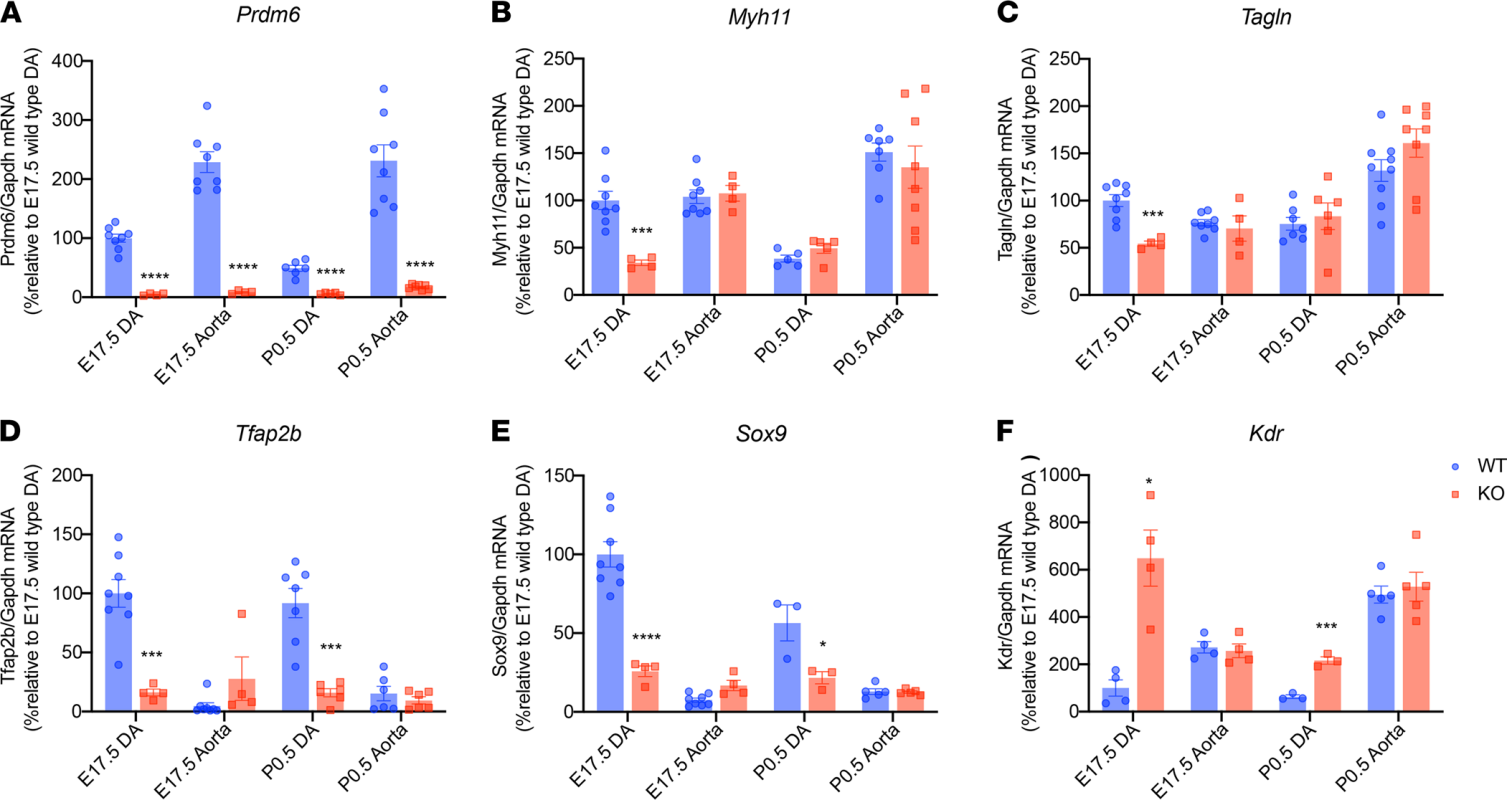
A representation of significantly changed transcripts in *Prdm6^fl/fl^ SM22-Cre* versus control mice measured by qRT-PCR. The relative transcript levels of *Prdm6* (**A**), *Myh11* (**B**), *Tagln* (**C**), *Tfap2b* (**D**), *Sox9* (**E**), and *Kdr* (**F**) in the aorta and DA of *Prdm6^fl/fl^ SM22-Cre* mice versus control mice at E17.5 and P0.5, assayed by real-time fluorescent quantitative PCR are shown. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. Each dot represents a biological replicate. The normalcy was tested by Kolmogorov-Smirnov test. A Mann-Whitney test was conducted for non-normally distributed data. (*n* = 3–9 per group). *P < 0.05, ***P < 0.001, ****P < 0.0001.

**Figure 7:**
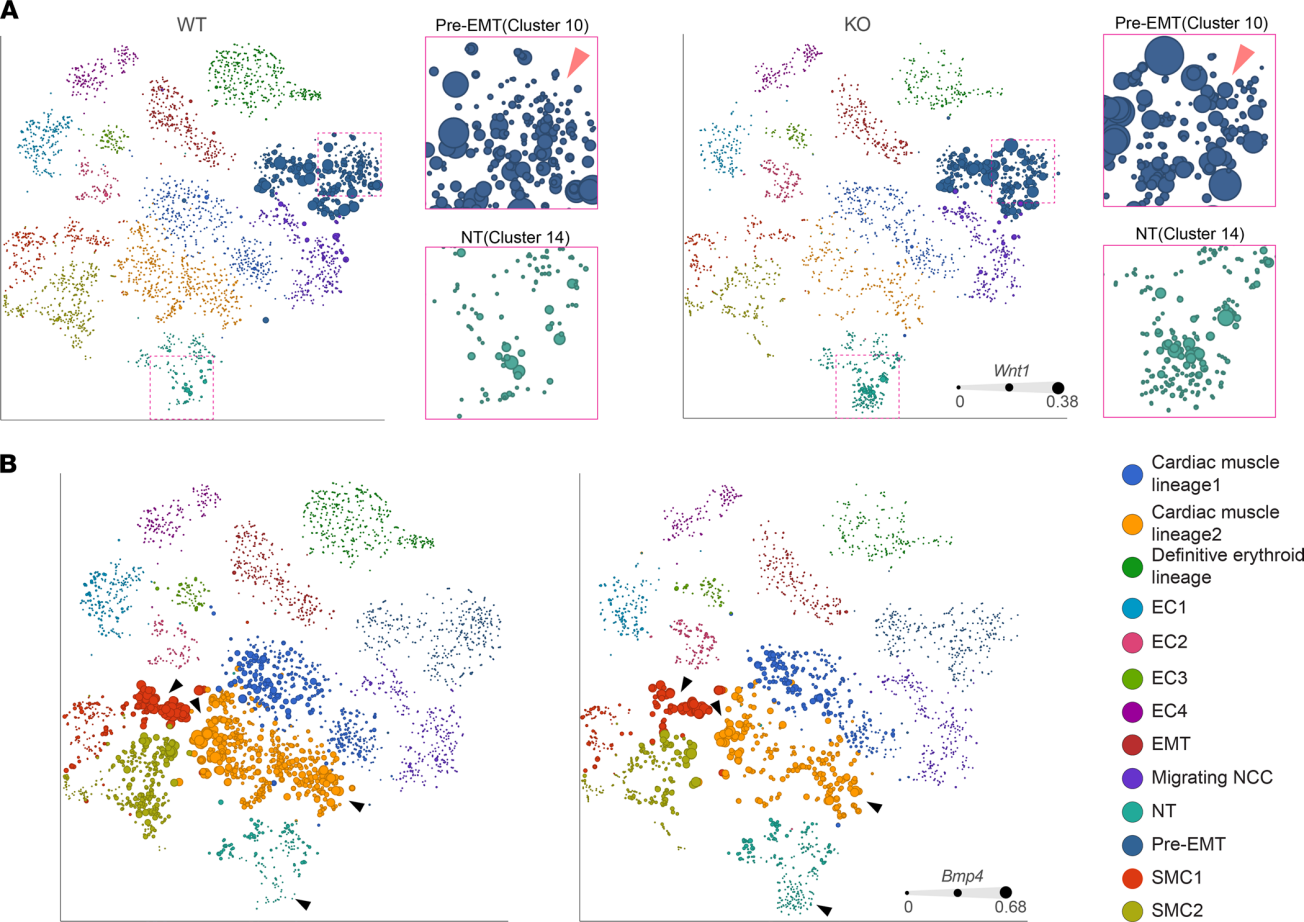
Single-cell RNA-Seq of the cardiac neural crest region of the embryo. (**A**) The t-SNE plots displaying the expression levels of *Wnt1* in each cluster represented by dot sizes. The insets represent the magnification of pre-EMT (blue) and neural tube (green) clusters. (**B**) The t-SNE plots highlighting the reduced expression levels of *Bmp4* in neural tube and cardiac muscle lineages of *Wnt1-*specific KO *Prdm6* compared with the corresponding littermates. Expression levels of *Bmp4* represented by dot sizes.

**Figure 8:**
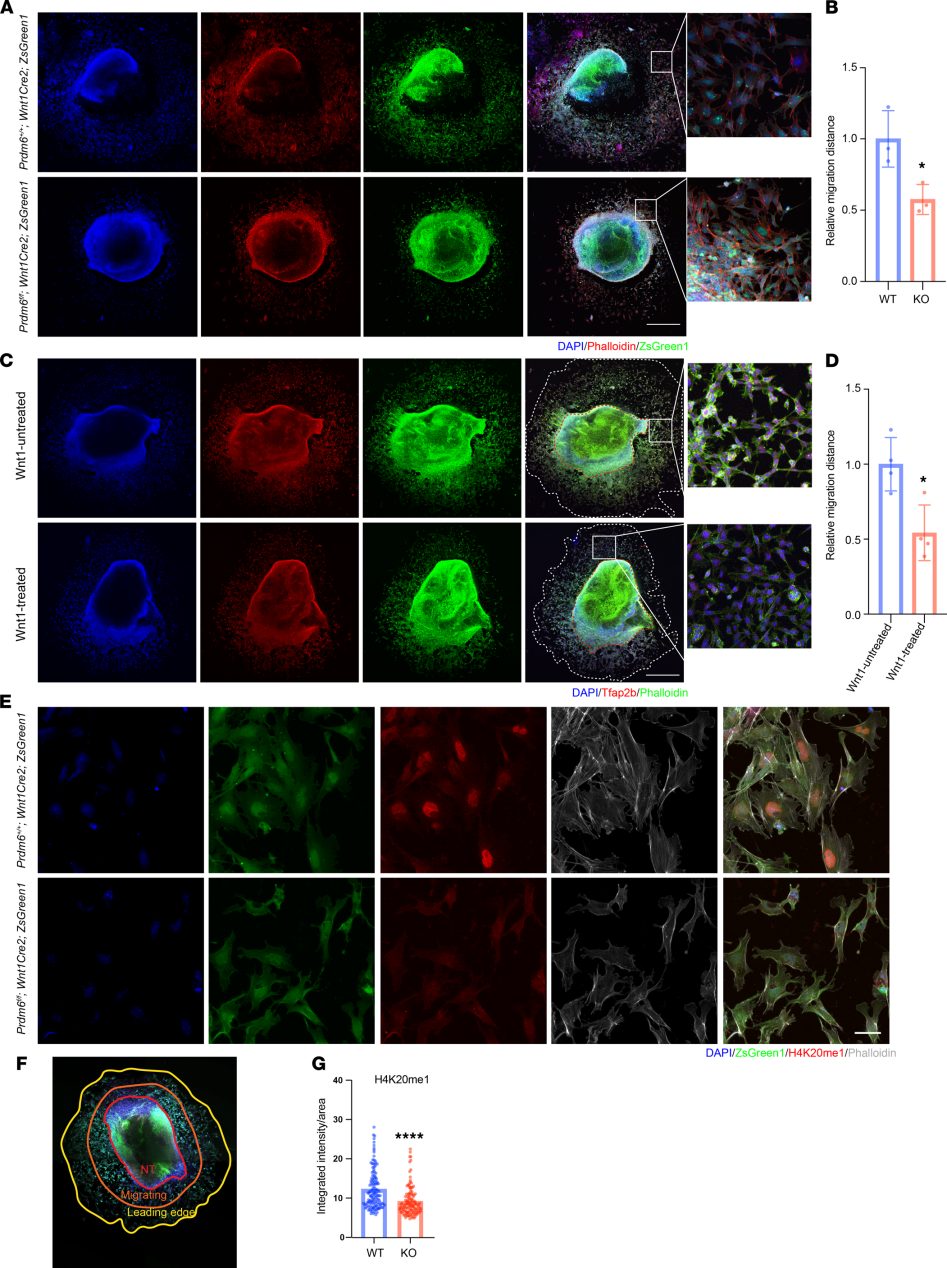
Ex vivo examination of neural crest migration. (**A**) Migration of NCCs from ex vivo cultured neural tube of WT (*Prdm6^+/+^ Wnt1-Cre2 ZsGreen1*) and KO (*Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1*) mice at E9.5. The NCCs are shown as ZsGreen1-positive (green) and the neural tube is stained with DAPI (blue) and phalloidin (red). Scale bar: 500 μm. (**B**) Quantification of migration distances; each dot represents a biological replicate. Migration is measured as distance from the periphery at the junction with 2 perpendicular radiuses. (**C**) Migration of NCCs from ex vivo cultured neural tube of WT mice at E9.5 treated with WNT1 for 24 hours and stained with DAPI (blue), Tfap2b antibody (red), phalloidin (green). Scale bars: 500 μm. (**D**) Quantification data of **C**. Each dot represents a biological replicate. (**E**) H4K20 monomethylation (red) of NCCs in the leading edge of ex vivo cultured neural tube of WT (*Prdm6^+/+^ Wnt1-Cre2 ZsGreen1*) and KO (*Prdm6^fl/fl^ Wnt1-Cre2 ZsGreen1*) mice at E9.5 stained with DAPI (blue) and phalloidin (gray). Scale bar: 50 μm. (**F**) Schematic depiction of ZsGreen1-positive (green) migrating NCCs, divided into 2 populations of migrating (clustered) and leading edge (single cells). (**G**) Quantification of H4K20 monomethylation from **E**; each dot represents a cell. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. *P < 0.05*,* ****P < 0.0001. All controls were the corresponding littermates (*n* = 3 per group).

**Figure 9:**
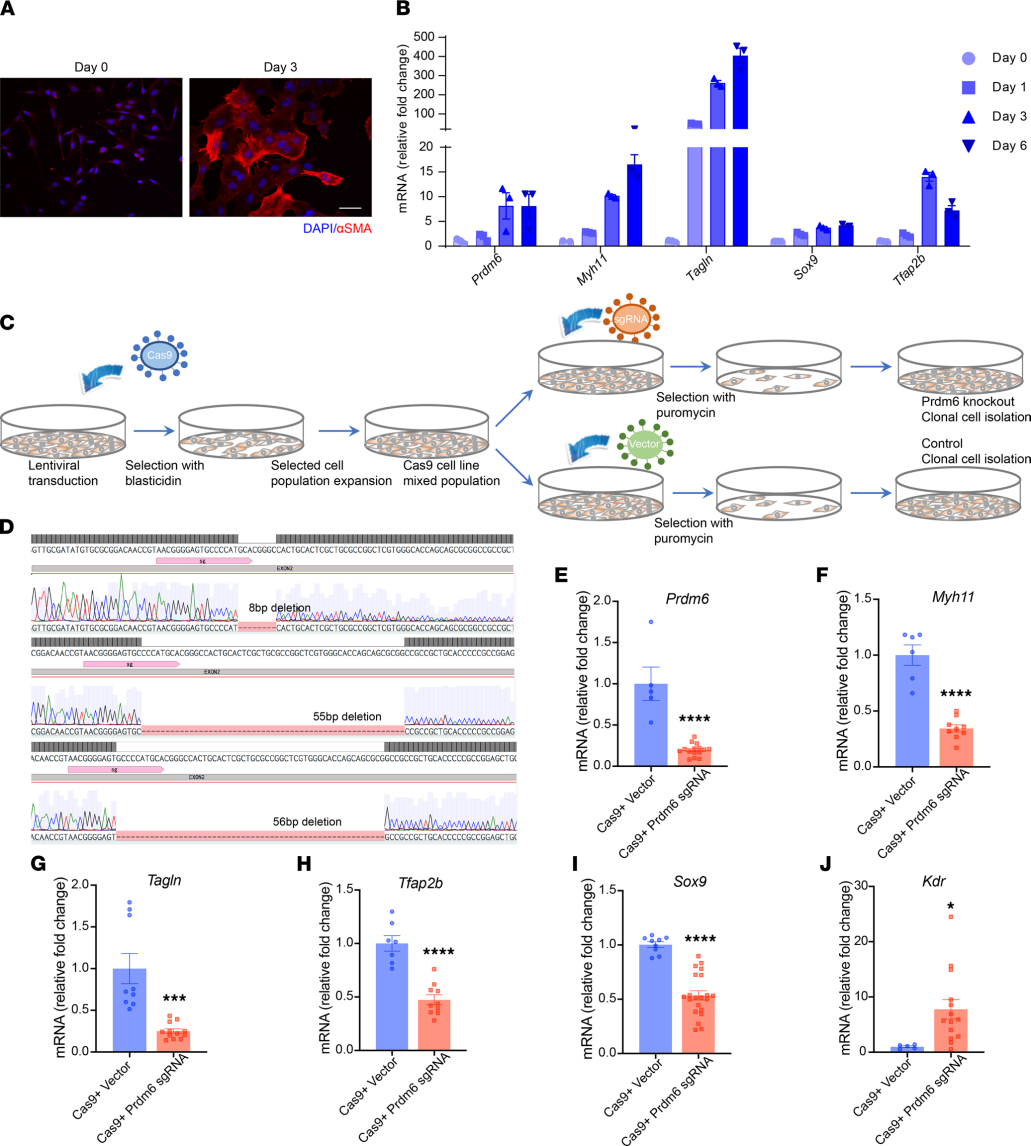
Characterization of *Prdm6* in mouse NCC line. (**A**) Confocal images of O9-1 NCC line differentiated into smooth muscle cells after transfer to chemically defined medium at day 0 and day 3 and stained for αSMA (red) and DAPI (blue); scale bar: 50 μm. (**B**) mRNA level of specified genes in O9-1 cells at days 0, 1, 3, and 6 of differentiation relative to *Gapdh*, quantified by qRT-PCR. (**C**) Schematic of screening of O9-1 transduced with Cas9 lentiviral vectors. Cell expressing Cas9 were selected with blasticidin, transduced with sgRNA lentiviral vectors, and selected with puromycin to establish clonal cell lines. (**D**) Images of Sanger sequencing of segments of *Prdm6* genes from 3 clonal cell lines with 8bp, 55bp, or 56bp deletions. All 3 clonal cell lines were used in the experiment. qRT-PCR measurements of *Prmd6* (**E**), *Myh11* (**F**), *Tagln* (**G**), *Tfap2b* (**H**), *Sox9* (**I**), and *Kdr* (**J**) mRNA expression in control and Cas9 + Prdm6 sgRNA cell lines. Each dot represents a biological replicate. Data are mean ± SEM. For statistical analysis, groups were compared using unpaired 2-tailed *t* test. *P < 0.05, ***P < 0.001, ****P < 0.0001.

**Figure 10:**
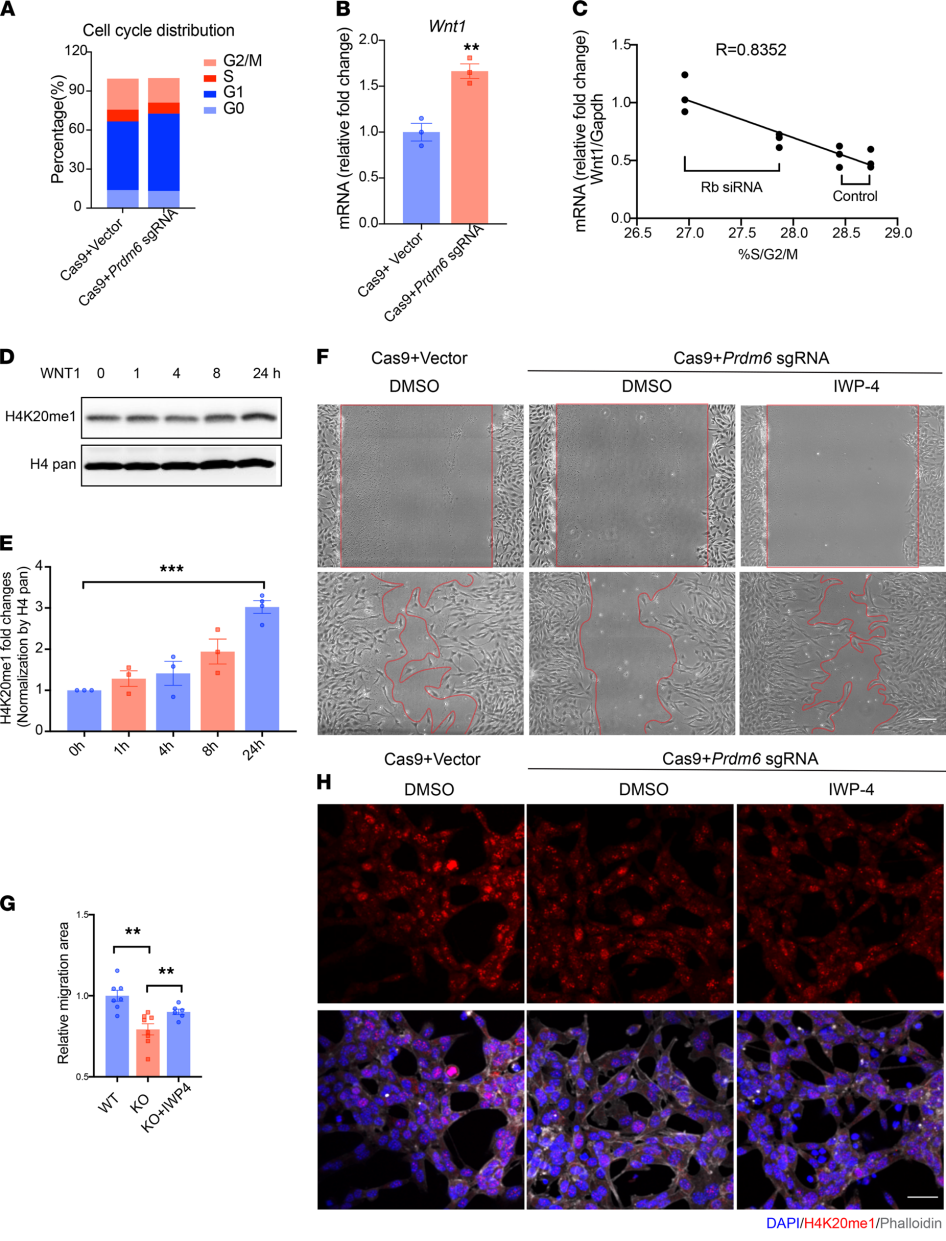
The association between loss of *Prdm6*, elevated *Wnt1*, and reduced H4K20me1 in a mouse NCC line. (**A**) Images of light scattering by flow cytometry FACS demonstrating the cell cycle of control and *Prdm6*-KO O9-1 cells. (**B**) *Wnt1* mRNA expression levels measured by qRT-PCR in WT and *Prdm6* CRISPR KO O9-1 cells. (**C**) The mRNA expression levels of *Wnt1* and its relationship to percentage of cells in S/G2/M phase in O9-1 cells either treated with *Rb*-siRNA or control siRNA. (**D** and **E**) H4K20me1 level of cells treated with PBS and WNT1 assayed by Western blot and its quantification (**E**). (**F**) Migration of *Prdm6*-deficient O9-1 cells in response to Wnt inhibitor IWP-4 compared with DMSO by wound assay and their quantification (**G**). Scale bar: 50 μm. (**H**) The confocal image of H4K20me1 in *Prdm6*-deficient O9-1 cells treated with Wnt inhibitor (IWP-4) or DMSO by staining DAPI (blue), phalloidin (gray), and antibodies against H4K20me1 (red). Scale bar: 50 μm. Each dot represents a biological replicate. The comparison between different groups was done by a 2-tailed unpaired *t* test, and data are shown as mean ± SEM. The comparisons between multiple groups were done by 1-way ANOVA. A Mann-Whitney test was conducted for non-normally distributed data (*n* = 3–8 per group). **P < 0.001, ****P < 0.0001.

**Table 2:**
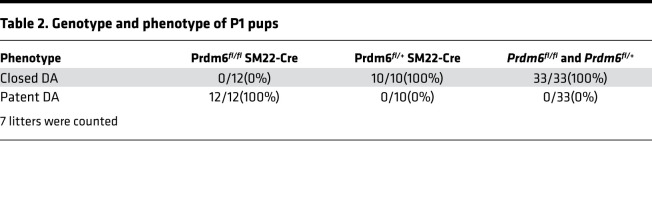
Genotype and phenotype of P1 pups

**Table 1:**
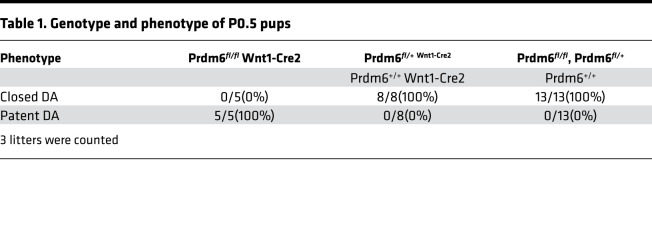
Genotype and phenotype of P0.5 pups

How the deposited data were processed for this re-analysis (not part of the article)

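Bulk RNA-Seq was carried out on the DA of mouse embryos at E17.5, with 3 libraries labelled WT and 3 labelled *Prdm6 fl/fl SM22-Cre*. The condition and the replicate number of each library were taken from the sample titles, and each column of the table was matched to the library of that name, with 0 columns left unmatched. The authors trimmed the reads for quality and length, aligned them to mm10 with TopHat2, and made the deposited FPKM values with Cufflinks and Cuffdiff, 1 value per gene and library. The paper's text does not name the versions, the gene annotation, or the scaling between libraries. The upper quartiles of the libraries were nearly equal, so a scaling may already be included in the values. FPKM values cannot be turned back into counts, so count tests were not used, and the total depth per library is unknown. The relative depth was read from the steps between low FPKM values, and no counting interval or detection floor was computed.

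From the deposited FPKM values, log2(FPKM + 0.1) was computed and genes with a mean FPKM of at least 1 over all 6 libraries were tested. The groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Cuffdiff, which the paper's methods name, needs the aligned reads and was not repeated. The legend of Figure 5 instead names an unpaired t test with Benjamini-Hochberg correction. The fit without moderation is the closest to that test and called 2 genes. Single genes were also compared with two-sided exact permutation tests over the splits of the 6 libraries, which cannot give a p under 0.1. Lists of genes were tested with limma's camera at a correlation of 0.01, with at least 5 tested members. Reactome pathways, in the mouse collection of fgsea 1.28.0, were tested the same way where they had 10 to 300 tested members, and 12903 of the 12955 tested genes had an Entrez identifier to match them. Gene positions, transcript lengths, and GC content came from GENCODE vM21 on GRCm38, with the longest transcript of each gene used for length and GC content. On simulated values with the means and spreads of the tested genes, with 200 of 12955 genes changed, limma called 0 of the changed genes at a log2 change of 1, 81 at a log2 change of 2, and 141 at a log2 change of 4. It called 8 unchanged genes at a log2 change of 2 and 10 at a log2 change of 4. With no gene changed, it called 1 gene in 1 run with values drawn independently for each gene. The real data also gave 1 call, *Rn45s* (adjusted p = 7.47e-08 from limma). Equal counts do not show that this call arose by accident.

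The genes named are those the paper names, and those of the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 whose groups did not overlap, a rule that only *Rn45s* met. Genes of a list may be named where the list is reported. This rule, the tests, the gene lists, and the alternatives for the pseudocount, the filter, the scaling, the variance model, the replicate block, the set tests, and the omission of each library were set before the data were examined. The additional observations also draw on these preset tests and lists, and there the choice of which results to report came after they were seen. The replicate block pairs the libraries by the numbers 0, 1, and 2 in their titles, which the paper does not describe as pairs. The correction for transcript length and GC content, with and without the block, the fit without the 2 libraries high in heart muscle transcripts, the other rankings of *Tagln* and *Myh11*, and the pathway tests with fry and with the correlation estimated by camera were chosen after the data were seen. Values by quantitative PCR, immunostaining, and single-cell RNA-Seq were not analysed here.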

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

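All of the tests below were chosen after the results were seen, and all directions rest on the deposited labels of the libraries.

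The library labelled *Prdm6 fl/fl SM22-Cre* 0 held both *Xist*, which is transcribed from the inactive X chromosome, and transcripts of the Y chromosome, genes that the paper does not report. *Xist* was at 67, 0.053, and 0.043 FPKM in the libraries labelled WT and at 81.0, 82.8, and 0.047 FPKM in those labelled *Prdm6 fl/fl SM22-Cre*. *Ddx3y*, on the Y chromosome, was at 0, 24.0, and 23.4 FPKM and at 26.4, 0.383, and 20.1 FPKM in the same order. Carry-over of a few reads from another library would leave *Xist* far below its level elsewhere, whereas it was at 108% of the mean of the 2 libraries with *Xist* and no Y chromosome signal. Equal parts of a male and a female embryo would put both signals near the middle of their usual range, whereas the median of 4 Y chromosome genes was at 98.2% of the mean of the 3 libraries without *Xist*, with single genes from 77.9% to 128%. Neither test therefore points to these sources, although 2 and 3 libraries give a rough reference only. Sex is not part of the design, so no biological explanation was tested. This library also had the highest *Prdm6* of the 6, and the log2 fold changes without it are within the ranges given for libraries left out.

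*Rn45s*, which the paper does not report, was listed at 0 in all 3 libraries labelled WT and had a mean of 3795 FPKM in the 3 labelled *Prdm6 fl/fl SM22-Cre*. No fold is given against a group at 0. Failed estimates that struck whole groups would leave other abundant genes with the same pattern, and 0 other genes were listed at 0 in all 3 libraries of one group and at 100 FPKM or more in all 3 of the other. A failed estimate of this gene alone, which has many near-identical copies in the genome, or a difference in the removal of ribosomal RNA cannot be told apart from a change in the tissue.

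Gene lists outside the functions that the paper discusses were higher in the libraries labelled *Prdm6 fl/fl SM22-Cre*. The median log2 fold change was 2.05 for 16 Schwann cell genes (limma's camera, adjusted p = 4.8e-06, 14 genes higher), 1.59 for 14 neuron genes (adjusted p = 0.00971, 12 genes higher), and 1.47 for 11 erythroid genes (adjusted p = 5.64e-05, 11 genes higher). With the correlation between genes estimated from the data, the adjusted p was 0.522 for each of the 3 lists, and fry gave 0.28, 0.28, and 0.429. The Schwann cell score was -0.65, -0.99, and -0.72 in the libraries labelled WT and -0.084, 1.27, and 2.02 in those labelled *Prdm6 fl/fl SM22-Cre*, so that 3 of the 3 lay above every library labelled WT. The erythroid score was -1.08, -0.052, and -0.99 against 1.33, 1.58, and -0.34, which overlap, and the neuron scores overlap as well. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as small an unadjusted p for the Schwann cell list (4.36e-07), with 2.65e-06 for the next, the grouping of WT 0, *Prdm6 fl/fl SM22-Cre* 1, and *Prdm6 fl/fl SM22-Cre* 2 against the rest. A set of 4 splits cannot give a share under 0.05. The other 6 splits of the 10 part only 1 pair, and among them the grouping of WT 0, WT 2, and *Prdm6 fl/fl SM22-Cre* 2 against the rest gave a smaller unadjusted p for the erythroid list (5.9e-12 against 7.68e-06 in the real split). The grouping of WT 0, WT 1, and *Prdm6 fl/fl SM22-Cre* 0 against the rest gave a smaller one for the neuron list (0.000224 against 0.00177) and came close to the real split for the Schwann cell list (1.57e-06). Over all 10 splits the real one thus had the smallest p for the Schwann cell list only, and the erythroid and neuron differences are not distinct from those between other groupings of the libraries. More nerve tissue and blood beside the DA in some dissections is a candidate explanation, and a change within the vessel cannot be told apart from it.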

How the results depend on the processing

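The directions below rest on the deposited labels, and a list or pathway is given as its median log2 fold change minus that of all genes. Over the alternatives in which each was tested, *Tagln*, *Myh11*, *Actg2*, *Acta2*, *Tfap2b*, *Sox9*, and *Fn1* kept a negative log2 fold change and *Kdr*, *Bmp4*, and *Pecam1* a positive one, and none of these genes reached an adjusted p under 0.05 in any. *Tfap2b* and *Sox9* have no value with a mean FPKM of at least 5, which leaves them out. The lowest adjusted p among them was 0.18, for *Actg2*. The log2 fold change of *Tagln* ranged from -1.50 to -0.67 and that of *Myh11* from -2.06 to -1.36. In values simulated at the spread of these libraries, 0 of 200 genes with a log2 change of 1 and 81 of 200 with a log2 change of 2 were called, so that a change of 1 is hard to call with 6 libraries.

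The count of 1 differentially expressed gene, *Rn45s*, became 2 without the mean-variance trend and 2 without moderation, both upregulated, the second being *Brinp3*. It became 0 differentially expressed and 0 upregulated genes with the length and GC correction, with or without the replicate block, since *Rn45s* has no annotated length there. Without the 2 libraries high in heart muscle transcripts it became 3, all 3 upregulated, with *Mir3064* and *Oaz1-ps* added. Across the 6 fits that each left out a library, the count ranged from 1 to 3, with 1 to 3 upregulated and 0 to 1 downregulated. The genes beside *Rn45s* in these fits were *Oaz1-ps*, *Snora17*, *Gm12238*, *Snora15*, *Mir3064*, and the downregulated *Atp5k*, and these and *Brinp3* were singled out after their values were seen. Each of them but *Atp5k* was listed at 0 in at least 2 libraries labelled WT. In the main setting 1073 genes had an unadjusted p under 0.05.

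The number of genes with a lower log2 fold change than *Tagln*, 594, became 331 with a pseudocount of 1, 932 with a mean FPKM of at least 0.1, 273 with a mean FPKM of at least 5, 933 with no filter, and 1075 with quantile normalization. It was 1560 without the 2 libraries high in heart muscle transcripts and ranged from 384 to 1679 with a library left out. For *Myh11* the number, 250, became 81 with a pseudocount of 1, 96 with a mean FPKM of at least 5, 488 with quantile normalization, and 516 without the 2 libraries high in heart muscle transcripts, and ranged from 204 to 582 with a library left out. In rankings chosen after the data were seen, 10 genes had a larger fall in mean FPKM than *Tagln* and 28 than *Myh11*. Among genes of mean FPKM 100 or more, 22 and 12 had a lower log2 fold change, and among genes with an unadjusted p under 0.05, 224 and 84.

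The smooth muscle contractile list stayed lower in every setting. It passed the adjusted threshold in 21 of 23 alternatives and did not with the correlation estimated (-0.80, adjusted p = 0.522) or with fry (-0.80, adjusted p = 0.28). Its adjusted p ranged from 1.21e-16 to 0.522. The fit without moderation does not enter camera, so that its list and pathway values repeat the main ones. With either of those tests 0 of the 22 lists passed, against 6 in the main setting. Without the 2 libraries high in heart muscle transcripts 3 passed, and with a library left out from 3 to 6 passed. Over all 23 alternatives the number of lists that passed ranged from 0 to 8. With a library left out, the smooth muscle contractile list ranged from -0.94 to -0.55, collagen fibril organization from -0.30 to -0.10, extracellular matrix assembly from -0.34 to -0.097, cell-matrix adhesion from -0.18 to -0.093, cell-cell adhesion from -0.0015 to 0.27, negative regulation of cell differentiation from -0.24 to -0.056, and blood vessel development from -0.060 to 0.24.

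Extracellular matrix assembly passed in 11 of 23 alternatives. It no longer passed with a mean FPKM of at least 5 (-0.18), quantile normalization (-0.073), no mean-variance trend (-0.22), sample weights (-0.19), the 2 libraries high in heart muscle transcripts left out (-0.12), the estimated correlation (-0.22), or fry (-0.22), and with a library left out it passed only without *Prdm6 fl/fl SM22-Cre* library 1. Its adjusted p was from 0.00131 to 0.598 over its alternatives. Collagen fibril organization passed with a mean FPKM of at least 0.1 (-0.28), with no filter (-0.29), with the replicate block and the length and GC correction together (-0.20), without WT library 0 (-0.30), and without *Prdm6 fl/fl SM22-Cre* library 1 (-0.30). Cell-matrix adhesion passed with no filter (-0.18) and with the length and GC correction, alone or with the replicate block (-0.15 in both), and was reversed with quantile normalization (0.018). Cell-cell adhesion passed with quantile normalization (0.24) and without *Prdm6 fl/fl SM22-Cre* library 0 (0.27).

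The number of Reactome pathways with an adjusted p under 0.05, 51, became 22 with quantile normalization, 31 with the length and GC correction, 31 with that correction and the replicate block, and 32 without the 2 libraries high in heart muscle transcripts, and ranged from 36 to 62 with a library left out. Over all 23 alternatives it ranged from 0 to 64. In tests chosen after the data were seen, it became 0 with the correlation estimated by camera, where 41 of 814 had an unadjusted p under 0.05, and 5 with fry, all of them lower pathways of translation or nonsense-mediated decay. With quantile normalization the extracellular matrix organization pathway (0.021) and the cell-cell communication pathway (0.099) were reversed, and the latter ranged from -0.15 to 0.014 with a library left out. Smooth muscle contraction passed in 21 of 23 alternatives, and did not with the estimated correlation (adjusted p = 0.513) or fry (0.0722), the ends of its range being 1.95e-09 and 0.513. Elastic fibre formation passed in 18 of 23, and did not with these tests (adjusted p = 0.997 and 0.516), with quantile normalization (-0.15), without the 2 libraries high in heart muscle transcripts (-0.17), or without *Prdm6 fl/fl SM22-Cre* library 2 (-0.19), with an adjusted p from 0.000816 to 0.997. Fisher's exact test on the called genes was not run, because 1 gene was called.

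*Prdm6* was reversed without the 2 libraries high in heart muscle transcripts (0.34) and ranged from -0.74 to 0.085 with a library left out, and *Mki67* ranged from -0.0074 to 0.27. The neural crest specifiers list (-0.021 in the main setting, adjusted p = 0.829) was reversed with a mean FPKM of at least 0.1 (0.26), of at least 5 (0.0076), with no filter (0.25), with the length and GC correction (0.053) and the same with the replicate block (0.053), and without the 2 libraries high in heart muscle transcripts (0.26), and ranged from 0.036 to 0.29 with a library left out. Of the other lists and pathways followed over the alternatives that passed in the main setting, the endothelial list passed in 15 of 23 alternatives, the neuron list in 16, the Schwann cell and erythroid lists in 21 each, and peptide chain elongation in 22. The cause of these shifts was not tested, apart from the genes that a setting removes.

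Pairing the libraries by number made little difference. Same-numbered libraries did not deviate together, with a mean correlation of 0.012 across genes. With the replicate block the count of differentially expressed genes was 1, the adjusted p from limma was 0.34 for *Tagln* and 0.291 for *Myh11*, and the smooth muscle contractile list was at -0.80 (camera adjusted p = 1.21e-16).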

Differences from the paper's values

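The paper reports 280 differentially expressed genes, and limma on the deposited FPKM values called 1. The legend of Figure 5 names an unpaired t test with Benjamini-Hochberg correction. The fit without moderation, the closest to that test, called 2. None of the alternatives set before the data were examined closed the gap, since they called from 1 to 3 genes, and those chosen after the data were seen called from 0 to 3.

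The paper places *Tagln* and *Myh11* at the head of the downregulated genes. Here both were lower in the libraries labelled *Prdm6 fl/fl SM22-Cre*, and 594 and 250 of the 12955 genes had a lower log2 fold change. The closest ranking to the paper's, chosen after the values were seen, was by the fall in mean FPKM, where 10 and 28 genes lay before them, or by log2 fold change among genes of mean FPKM 100 or more, where 22 and 12 did.

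The paper calls *Tagln*, *Myh11*, *Tfap2b*, and *Sox9* significantly lower. Here none passed the adjusted threshold in any alternative. Without adjustment, p from limma was 0.036, 0.00466, 0.0284, and 0.0118. The paper also reports *Prdm6* as lower by qRT-PCR in the DA and aorta. Here its log2 fold change was -0.32 (adjusted p = 0.833 from limma), within the spread between libraries.

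For the functions the paper lists as downregulated, blood vessel development had a median log2 fold change of 0.17 (camera adjusted p = 0.401), and no alternative called it. Extracellular matrix assembly was called lower in the main setting (adjusted p = 0.0389) and in 11 of 23 alternatives, and of the fits with a library left out only in the one without *Prdm6 fl/fl SM22-Cre* library 1. Collagen fibril organization was called lower with a mean FPKM of at least 0.1 (adjusted p = 0.0473), with no filter (0.0491), without WT library 0 (0.0432), and without *Prdm6 fl/fl SM22-Cre* library 1 (0.00521), and with the replicate block and the length and GC correction (0.0488), which was chosen after the values were seen. Cell-matrix adhesion was called lower with no filter (adjusted p = 0.0491) and, in settings chosen after the values were seen, with the length and GC correction alone (0.0328) or with the replicate block (0.0237). For the functions the paper lists as upregulated, cell-cell adhesion was called higher with quantile normalization (adjusted p = 0.0359) and without *Prdm6 fl/fl SM22-Cre* library 0 (0.00538). Negative regulation of cell differentiation had a median of -0.080 (camera adjusted p = 0.266), and no alternative called it. The hand-written lists are not the GO terms of the paper.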

Other observations

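All of the tests below were chosen after the results were seen, and all directions rest on the deposited labels of the libraries.

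Some other groupings of the 6 libraries gave as many calls as the real one. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes past the adjusted threshold, 1 gave as many genes without overlap between groups, 1 gave as small a p for the smooth muscle contractile list, and 1 gave as many Reactome pathways. The other 6 splits part only 1 pair, and some gave more. The grouping of WT 0, WT 1, and *Prdm6 fl/fl SM22-Cre* 0 against the rest gave 84 pathways and 10 lists past the threshold, against 51 and 6 in the real split, and 1 gene. The grouping of WT 0, *Prdm6 fl/fl SM22-Cre* 0, and *Prdm6 fl/fl SM22-Cre* 1 against the rest gave 3 genes, and that of WT 0, WT 2, and *Prdm6 fl/fl SM22-Cre* 0 gave 1. As same-numbered libraries did not deviate together, the numbers give little reason to set these 6 apart. Over all 10 splits, the real one had the most genes without overlap, 2080 against at most 1490, and the smallest unadjusted p for the smooth muscle contractile list, 5.14e-14 against 8.77e-09 at the least. With 4 splits the share cannot go under 0.25, so grouping by accident cannot be told apart from an effect of the label.

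For the lower smooth muscle contractile list, 3 technical sources were tested and did not remove the difference. Relative to all genes, the list was at -0.80 in the main setting. It was at -0.744 with the length and GC trend of each library removed (camera adjusted p = 5.12e-12, from 1.21e-16 to 0.522 over all alternatives), at -0.777 without the 2 libraries high in heart muscle transcripts, and at -0.813 without WT library 2, which had the most genes listed at 0. A smaller share of smooth muscle in the dissected tissue was also weighed. The ratio of *Myh11* to *Acta2* FPKM was 0.331, 0.253, and 0.36 in the libraries labelled WT and 0.127, 0.194, and 0.166 in those labelled *Prdm6 fl/fl SM22-Cre*, a difference of -0.962 on the log2 scale (two-sided exact permutation test, p = 0.1, the smallest possible). The ratio of *Tagln* to *Acta2* was 0.597, 0.68, and 0.8 against 0.583, 0.568, and 0.546, a difference of only -0.281 on the log2 scale (p = 0.1 in the same exact permutation test). *Tagln* and *Acta2* thus fell nearly in parallel, as a smaller share of smooth muscle would have it, and *Myh11* fell further. *Acta2* is also made by other cells, so that a change in tissue share cannot be told apart from a change in the SMCs.

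Short transcripts were lower in the libraries labelled *Prdm6 fl/fl SM22-Cre*. Across 6900 genes, which are not independent replicates, log2 fold change had a Spearman's rho of 0.192 with transcript length and -0.183 with GC content, and the median was -0.17 for genes with transcripts of up to 2036 bases and 0.073 for those from 5738 bases. Of the 4 splits that part all pairs, 1, the real one, gave as strong a correlation with length, but the grouping of WT 0, *Prdm6 fl/fl SM22-Cre* 1, and *Prdm6 fl/fl SM22-Cre* 2 against the rest came close to it, with an absolute rho of 0.19. In 3 of the 3 libraries labelled *Prdm6 fl/fl SM22-Cre* the correlation of a library's deviation with length lay above every library labelled WT, so that a difference in the loss of short fragments between the library preparations cannot be told apart from a change in the tissue. The translation pathways of Reactome, whose genes are short, were lower as well. Peptide chain elongation (83 genes) was at -0.40 relative to all genes and at -0.263 with the length and GC trend removed (camera adjusted p = 0.000329, from 5.94e-13 to 0.086 over all alternatives, the last with the correlation between genes estimated). Removing the trend thus made the difference smaller and did not remove it. The lengths were those of the longest annotated transcript of each gene, which can differ from the one measured. The remainder therefore sets no limit on the effect of length.

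WT library 2 had the most genes listed at 0 and stood apart on the first principal component, which held 45% of the variance. Lower depth may be thought of first. The steps between low FPKM values put its relative depth at 0.93 of that of WT library 1. Only 69 of the 719 ratios compared for this library lay at such steps. A depth lower by a small whole-number factor could give the same steps and lay outside the values tried. Lower depth is therefore not excluded. Library complexity was not tested. *Myh6*, a heart muscle transcript, was at 3.77, 357, and 25.0 FPKM in the libraries labelled WT and at 5.94, 6.62, and 281 FPKM in those labelled *Prdm6 fl/fl SM22-Cre*, which is why the fit without WT library 1 and *Prdm6 fl/fl SM22-Cre* library 2 was added.

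The bulk RNA-Seq also covered genes that the paper assessed by other methods. The paper's fibronectin and Ki67 results are protein staining. Its *Bmp4* and *Wnt1* results come from the cardiac neural crest at an earlier stage, with *Prdm6* removed in neural crest cells. For *Wnt1* they also come from a neural crest cell line. The values of *Bmp4* and *Wnt1* in E17.5 DA therefore do not test those results. *Kdr* was at 6.01, 19.7, and 9.13 FPKM in the libraries labelled WT and at 6.22, 26.6, and 50.0 FPKM in those labelled *Prdm6 fl/fl SM22-Cre* (log2 fold change 0.97, standard error 0.76, adjusted p = 0.72 from limma). *Fn1* was at 1163 ± 189 and 786 ± 170 FPKM (SD, n = 3), without overlap between the groups (log2 fold change -0.58, adjusted p = 0.6 from limma). *Mki67* was at 173 ± 31.6 and 192 ± 26.1 FPKM (SD, n = 3; log2 fold change 0.15, adjusted p = 0.812 from limma). *Bmp4* was at 73.5 ± 17.9 and 114 ± 41.2 FPKM (SD, n = 3; log2 fold change 0.60, adjusted p = 0.643 from limma), and *Wnt1* was listed at 0 in all 6 libraries. With a library left out, the log2 fold change ranged from 0.32 to 1.82 for *Kdr*, from -0.74 to -0.43 for *Fn1*, and from 0.35 to 0.91 for *Bmp4*. The list of 26 endothelial genes had a median log2 fold change of 0.41 (camera adjusted p = 0.0312, from 2.48e-05 to 0.594 over the alternatives), with 17 genes higher. Relative to all genes, the list was at 0.34 and ranged from 0.13 to 0.60 with a library left out.

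Of the genes with the smallest p after *Rn45s*, 4 were singled out after their values were seen. *Tpm2* was at 249 ± 62.9 FPKM in the libraries labelled WT and 55.9 ± 12.2 FPKM in those labelled *Prdm6 fl/fl SM22-Cre* (SD, n = 3; log2 fold change -2.14, adjusted p = 0.17 from limma). *Ptger4*, which encodes the prostaglandin receptor EP4, was at 25.6 ± 5.86 and 6.07 ± 1.35 FPKM (SD, n = 3; log2 fold change -2.06, adjusted p = 0.172 from limma). *Cldn5* was at 12.1 ± 2.38 and 38.3 ± 10.2 FPKM (SD, n = 3; log2 fold change 1.64, adjusted p = 0.298 from limma), and *Rspo3* at 7.38 ± 1.55 and 52.1 ± 33.7 FPKM (SD, n = 3; log2 fold change 2.63, adjusted p = 0.298 from limma). None of them passed the adjusted threshold in any alternative.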
